# MicroRNAs from saliva of anopheline mosquitoes mimic human endogenous miRNAs and may contribute to vector-host-pathogen interactions

**DOI:** 10.1038/s41598-019-39880-1

**Published:** 2019-02-27

**Authors:** Bruno Arcà, Alessio Colantoni, Carmine Fiorillo, Francesco Severini, Vladimir Benes, Marco Di Luca, Raffaele A. Calogero, Fabrizio Lombardo

## Abstract

During blood feeding haematophagous arthropods inject into their hosts a cocktail of salivary proteins whose main role is to counteract host haemostasis, inflammation and immunity. However, animal body fluids are known to also carry miRNAs. To get insights into saliva and salivary gland miRNA repertoires of the African malaria vector *Anopheles coluzzii* we used small RNA-Seq and identified 214 miRNAs, including tissue-enriched, sex-biased and putative novel anopheline miRNAs. Noteworthy, miRNAs were asymmetrically distributed between saliva and salivary glands, suggesting that selected miRNAs may be preferentially directed toward mosquito saliva. The evolutionary conservation of a subset of saliva miRNAs in *Anopheles* and *Aedes* mosquitoes, and in the tick *Ixodes ricinus*, supports the idea of a non-random occurrence pointing to their possible physiological role in blood feeding by arthropods. Strikingly, eleven of the most abundant *An. coluzzi* saliva miRNAs mimicked human miRNAs. Prediction analysis and search for experimentally validated targets indicated that miRNAs from *An. coluzzii* saliva may act on host mRNAs involved in immune and inflammatory responses. Overall, this study raises the intriguing hypothesis that miRNAs injected into vertebrates with vector saliva may contribute to host manipulation with possible implication for vector-host interaction and pathogen transmission.

## Introduction

Mosquitoes are vectors of parasitic and arboviral diseases of great importance to human health. Malaria, which is transmitted by *Anopheles* mosquitoes, affected >200 million people with ~450 thousands deaths in 2016^1^ and dengue, transmitted by *Aedes* mosquitoes, may be responsible for >100 million symptomatic infections per year^2^. Most vector-borne pathogens, as malaria parasites and dengue viruses, are transmitted to vertebrates through hematophagous arthropod saliva during the blood meal. Saliva of blood feeding arthropods (BFA) is a complex cocktail including hundreds of salivary proteins and its role in hematophagy is pretty well known^3–6^. As far as mosquitoes are concerned, transcriptomic^4,7–15^, genomic^16–18^ and proteomic studies^19–22^ allowed to clarify that mosquito saliva carries ~100–150 salivary proteins whose main role is to facilitate blood feeding by counterbalancing host responses to tissue injury, namely haemostasis, inflammation and immunity^23^. Moreover, in virtue of its immunomodulatory properties, mosquito saliva generates at the biting site a local environment that may affect pathogen transmission^24–30^.

MicroRNAs (miRNAs) are small non-coding RNAs of ~22 nt in length with a relevant role in post-transcriptional gene regulation. Typically, primary miRNA transcripts (pri-miRNAs) are first processed to hairpins of ~80 nt in length (pre-miRNAs) and then into the mature miRNA duplex^31,32^. One strand of the duplex, named the guide strand, is preferentially loaded into the miRNA-induced silencing complex (miRISC) and drives it to the target mRNA promoting its degradation or translational inhibition^31,33,34^. Target recognition mainly involves imperfect base pairing between the mRNA 3′UTR and the miRNA, with the seed region of the miRNA (nucleotides 2 to 8) playing a crucial role in target selection^31,33,35^. miRNAs are essentially found in all animal cell types where they exhibit tissue-specific expression patterns and, as part of complex networks, contribute to the regulation of practically every aspect of cell life, from cell growth and differentiation to apoptosis, development and immunity^31,36^. miRNAs are not only present within cells but also extracellularly. They have been found in all human body fluids^37–39^, as well as in the saliva of disease vectors as *Aedes* mosquitoes and *Ixodes* ticks^40,41^. Extracellular miRNAs in body fluids may be either in complex with proteins, as Argonaute (Ago) family members or High Density Lipoproteins, or may be carried within exosomal microvesicles^42–44^. The role of extracellular miRNAs is still debated^44,45^ but there is clear evidence that miRNAs enclosed within exosomes may play roles in cell-cell communication^46–48^. In this scenario miRNAs carried by exosomes may enter the target cells by direct fusion to plasma membranes or receptor-mediated endocytosis, whereas the vesicle-free miRNAs bound to Ago proteins may find their way through gap junction channels or some other yet unknown mechanism^45,49^.

miRNAs typically target endogenous genes, nevertheless, it is known that viral-encoded miRNAs target host mRNAs within infected cells^50^. In addition, exosomal miRNAs from parasitic nematodes may target host genes associated with immunity and inflammation^51,52^. Overall, these observations raise the fascinating hypothesis that miRNAs in mosquito saliva, perhaps encapsulated within exosomes, are injected into vertebrate hosts during blood feeding and may represent additional players in vector-pathogen-host interactions, contributing to manipulation of host inflammatory and immune responses.

Anopheline miRNAs have been studied in different experimental conditions in the malaria vectors *Anopheles gambiae*^53–56^, *An. coluzzii*^57,58^, *An. stephensi*^59–62^, *An. funestus*^63^, *An. anthropophagus*^64^ and *An. sinensis*^65,66^. However, so far no information has been obtained on the presence of miRNAs in the saliva of *Anopheles* species. To get insights into anopheline saliva miRNA composition and verify whether saliva-enriched miRNAs may have the capacity to manipulate host responses, we carried out a small RNA-Seq study on adult female salivary glands and saliva of the African malaria vector *An. coluzzii* using adult males and females as reference.

## Results

### Deep sequencing of small RNAs from *Anopheles coluzzii*

*Anopheles coluzzii* saliva (S), salivary glands (G), adult males (M) and females (F) were collected as described in the method section. Samples were in triplicate; for the saliva sample a pilot study including a duplicate was previously performed and, therefore, a total of five saliva replicates were analysed in this study (Supplementary Fig. S1A). Overall, 14 small RNA libraries were constructed and used for Illumina high-throughput sequencing, yielding a total of ~180 million reads (S = 38.80, G = 42.85, F = 48.65, M = 49.57). 

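Small RNA libraries were made from saliva (S, 5 libraries), dissected salivary glands of females (G, 3), whole adult females (F, 3) and whole adult males (M, 3) of An. coluzzii aged 2 to 6 days. Each library was a pool. In the pilot experiment 97 to 98 mosquitoes gave each saliva library (AgSal1 and AgSal2), in the second experiment 126 to 128 mosquitoes gave each saliva library (S replicates 1 to 3), and 80 salivary glands or 5 adults gave each of the others. The authors trimmed the reads with cutadapt 1.9.1, mapped them to AgamP4 with Bowtie, assigned reads on hairpins to mature miRNAs and scaled them to library size as CPM. The deposited signal covers 214 mature miRNAs to 1 decimal, and its columns add up to between 585258 and 1483046, so that the authors divided each library by a size other than its own sum. By the counts of the study, mature miRNAs received 1001 to 12758 reads in the S libraries (median 3235), 325798 to 468622 in G (median 394435), 1610509 to 2138625 in F (median 1764535) and 1880906 to 2509628 in M (median 2233345). 1 read therefore stood for 91.2 to 989.2 CPM in S, 2.30 to 2.85 in G, 0.446 to 0.575 in F and 0.443 to 0.540 in M. The floor of 3 reads lay at 273 to 2968 CPM in S and covers counting error only. G, F and M were compared with limma on log2(CPM + 1), with the 9 libraries in 1 fit and calls at an adjusted p (Benjamini-Hochberg) under 0.05 with a fold change over 2. S and G were compared with limma on log2(CPM + 1000), over the 53 miRNAs whose S and G means averaged at least 1000 CPM, with calls at an adjusted p under 0.05. Each value is relative to the other miRNAs of its library, and the median log2 fold change of all miRNAs tested was -1.05 for G vs F, -0.62 for G vs M, 0.04 for F vs M and -0.27 for S vs G.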

After quality filtering, adapter trimming and size selection (≥14 nt) approximately 126 million reads were retained for mapping to the *An. gambiae* genome (PEST strain, AgamP4 assembly), a choice motivated by its more complete assembly and annotation and the very close evolutionary relationships between *An. gambiae* and *An. coluzzii* (see methods). Approximately 84 million reads aligned to AgamP4 (S = 7.75; G = 21.06; F = 28.77; M = 26.46) and were mapped to rRNAs and to a list of 273 miRNA precursors (Supplementary File S1) and other ncRNAs (Table 1). Counts mapping to hairpins and other ncRNAs were used to investigate the linear relationships between replicates of the different samples. 

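In every group a few miRNAs took a large part of the signal. miR-276-3p was the highest in S, F and M, with on average 16.0%, 24.7% and 29.7% of the summed CPM of a library, and miR-100-5p, of the let-7 complex, was the highest in G with 17.6%. Over the 214 mature miRNAs, Pearson's r of log2(CPM + 1) between libraries of one group lay between 0.969 and 0.982 in G, 0.986 and 0.989 in F, 0.995 and 0.997 in M, and 0.669 and 0.827 in S. The mean r between groups was 0.928 for F with M, 0.796 for G with F, 0.818 for G with M and 0.746 for S with G. These correlations are across miRNAs, which are not independent replicates. Hairpins and other ncRNAs were not analysed here.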

The correlation was very high for G, F and M (Pearson’s coefficients in the range 0.88–0.99) and moderate to high for the five S replicates (0.41–0.92, Supplementary Fig. S1B). Variation between libraries was also evaluated calculating distances based on fold change and biological coefficient of variation. Samples G, F and M formed three distinct clusters with little variation among replicates, whereas the five saliva libraries appeared more heterogeneous, but still clustering together and independently from the other samples (Supplementary Fig. S1C).

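The G libraries stood apart in miRNAs that were almost missing from them. miR-210-3p, of the nervous system and eye, had 2.33 ± 2.35 CPM in G, 1159 ± 20.2 in F and 1460 ± 508 in M (SD, n = 3 libraries each), and miR-1891-3p had 2.33 ± 2.30, 835 ± 108 and 900.1 ± 40.5. Clustered by average linkage on 1 minus Pearson's r of log2(CPM + 1), the mature miRNAs gave at 3 clusters the 3 G libraries, S replicates 1 and 2, and the other 3 S libraries together with F and M. On log2(CPM + 1000), where single reads weigh less, 4 clusters were G, the 3 S libraries of the second experiment, the 2 pilot S libraries, and F together with M. In neither did the 5 S libraries form a cluster of their own. The mean r was 0.763 between S libraries, 0.792 between S and F libraries and 0.784 between S and M libraries. Counting error from the few reads in S lowers r most between S libraries. The order of these values therefore does not place saliva nearer to F or M than to itself.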

**Table 1:** Summary of deep sequencing of small RNAs from *An. coluzzii*.

sample	raw reads	filtered reads	AgamP4	rRNAs	ncRNAs
S	38.807	27.875	7.758	5.295	0.193
G	42.856	27.458	21.069	13.262	1.880
F	48.652	36.762	28.771	9.023	6.756
M	49.570	33.875	26.466	11.854	8.729
total	179.885	125.970	84.065	39.436	17.559

Numbers indicate million reads. S, saliva; G, female salivary glands; F, adult females; M, adult males. Filtered reads, reads remaining after adapter removal and size selection (≥14). Reads mapping to the *An. gambiae* genome (AgamP4), ribosomal RNAs (rRNAs) and to a list of 273 miRNA precursors plus other non-coding RNAs (ncRNAs) are indicated.

### Size distribution and mapping

Reads mapping to the *An. gambiae* genome, excluding those representing ribosomal RNAs, were analysed for their size distribution. The G, F and M samples showed a peak at 22 nt, which is typical of mature miRNAs and was prominent in the M sample, less pronounced in F and smaller in the G sample (Fig. 1, left panels). The F sample also showed a secondary peak in the range 25–29 nt likely representing piRNAs; a similar pattern was reported in a previous study on *An. gambiae* ovaries^54^. No peak of ~22 nt was visible in the S sample, with most of the reads falling in the 14–16 nt range, which is indicative of degradation that most likely occurred because of the elaborated saliva collection procedure. Nevertheless, ~0.23 million reads from the S sample mapped in the 20–24 nt range.

**Figure 1:**
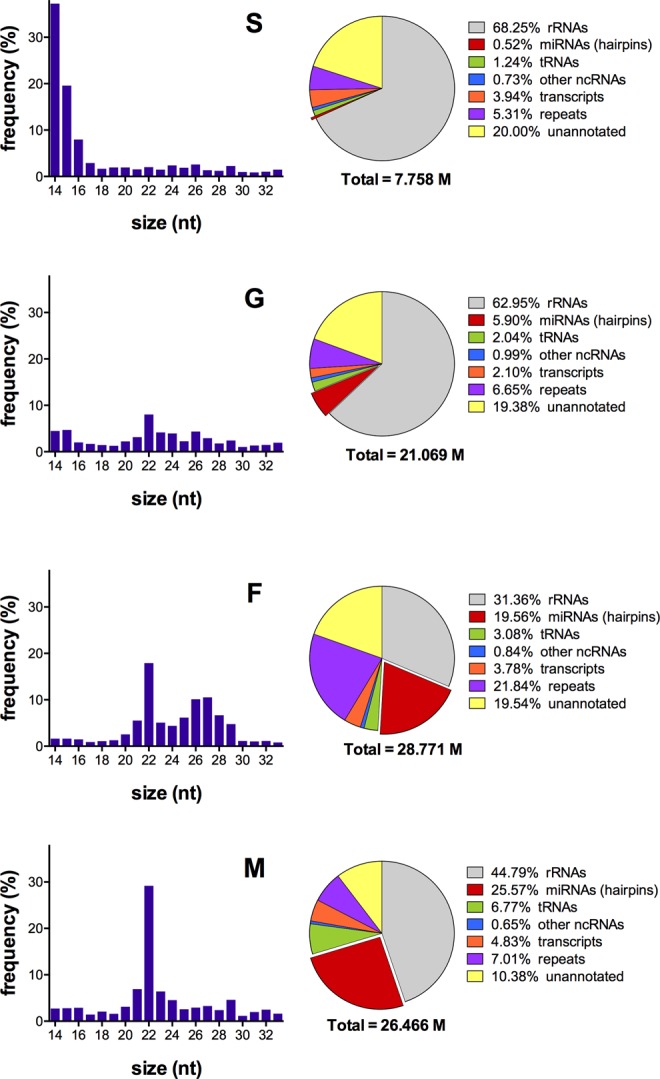
Features of small RNA sequenced from the four *Anopheles coluzzii* samples. The bar plots on the left show the frequency and size distribution of reads 14–33 nt in length mapping to the *An. gambiae* genome (AgamP4) and subtracted of those mapping to rRNAs. The pie charts on the right summarize the results of read alignment to rRNAs, miRNA precursors, tRNAs, other non-coding RNAs (including snoRNAs, snRNAs, Metazoa SRP, arthropod 7SK and RNase P) and to *An. gambiae* transcripts and repeats. Unannotated, reads mapping to AgamP4 but no to the other classes. Total, number of reads mapping to AgamP4. S, saliva; G, salivary glands; F, adult females; M, adult males.

The result of reads alignment to rRNAs, miRNA precursors, tRNAs, other non-coding RNAs and to *An. gambiae* transcripts and repeats is reported in Fig. 1 (right panels). The relative abundance of rRNAs was higher in the G and S samples, likely due to partial degradation of large rRNAs that occurred during gland dissection and saliva collection. Reads mapping to miRNA precursors (hairpins) was high for the M, F and G samples (1.2 to 6.7 million reads) but rather small for the S sample (40,305 reads) (Fig. 1, Table 2). The proportion of reads mapping to other RNA types or to unannotated regions of the genome were comparable in the different samples, whereas those mapping to repeats were approximately 3 to 4 times higher in F (21.8%). The reason of this difference is unclear, however a similarly high frequency of reads mapping to repeats (>30%) was previously reported in adult *An. gambiae* females^53^.

**Table 2:** Reads mapping to precursor and mature miRNAs.

sample	AgamP4	hairpins (%)	mature (%)
S	7,758,653	40,305 (0.52)	28,475 (0.37)
G	21,069,482	1,244,151 (5.90)	1,188,871 (5.64)
F	28,771,027	5,628,344 (19.56)	5,514,013 (19.17)
M	26,466,637	6,766,708 (25.57)	6,624,225 (25.03)

Reads mapping to miRNA precursors were re-mapped to a collection of 438 mature (5p + 3p) miRNAs (Supplementary File S1). 

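By the counts of the study (Supplementary File S2), the 214 miRNAs of the table received 28459 reads in the 5 saliva libraries. miR-276-3p took 4291 of them, miR-263a-5p 3713 and miR-7-5p 3598, whereas miR-989-3p and miR-375-3p took 96 and 16. The deepest saliva library, S replicate 3, had 12.7 times the reads of the shallowest, S replicate 2. The 10 highest miRNAs of a library held 74.3 to 85.8% of its summed CPM in S, 69.1 to 77.2% in G, 67.0 to 75.0% in F and 71.6 to 74.3% in M.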

Altogether 28,475 reads from the saliva sample mapped to mature miRNAs, whereas 1.19, 5.51 and 6.62 million reads from the G, F and M samples, respectively, represented mature miRNAs (Table 2).

### miRNAs found in saliva, salivary glands, adult males and females

Overall, setting as a threshold for inclusion (i) the presence of counts in at least two replicates (three for the S sample) and (ii) a mean count per million (CPM) ≥ 3 in at least one of the four samples, we found *in silico* evidence for the expression of 214 mature miRNAs. Among these 178 were *An. coluzzii* orthologues of previously known *An. gambiae* miRNAs (miRBase^53–55^), and 87 of them matched 50 of the 57 *An. coluzzii* miRNA precursors previously identified by bioinformatics predictions^67^ and available in VectorBase^68^. 

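The 214 miRNAs carried 213 different sequences, and the miR-2 family, which has several copies on chromosome 2L of AgamP4, held most of the near copies. miR-2-1-3p matched miR-2-2-3p with 0 mismatches and miR-2b-3p with 1, so that their values depend on how the authors assigned reads with several best mappings, which they discarded. miR-2b-5p matched miR-2-1-5p with 0 mismatches over the shorter sequence. In G, miR-2b-3p (2L from 37757412 to 37757432) had 12375 ± 3456 CPM, miR-2-2-3p 469 ± 278 and miR-2-1-3p 68.7 ± 32.9 (SD, n = 3). The pairs miR-286b-3p with miR-286-3p and miR-13b-3p with miR-2c-3p differed by 2 mismatches. Of the 214, 127 had a value above 0 in at least 1 saliva library.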

The remaining 36 represent novel *An. coluzzii* and *An. gambiae* miRNAs. A list of these 214 miRNAs is reported in Supplementary File S2, where miRNAs were named using the prefix aco- followed by an identification code. For miRNAs previously described in *An. gambiae* we used the same identification; for those predicted by miRDeep* we used miR-N followed by a number; for those predicted by MapMi we kept as identification the name of the query miRNA. 

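miRNAs from the lists of several tissues were found in saliva, which does not show the tissue that released them. Both muscle miRNAs were detected, miR-1-3p with 79580 ± 54582 CPM (SD, n = 5 libraries) and miR-133 with a mean of 1385, as were 5 of the 6 miRNAs of the miR-34, miR-277 and miR-317 cluster, 3 of the 4 of miR-8 and miR-375, 5 of the 10 midgut miRNAs and 3 of the 14 of the nervous system and eye. Of the 5 ovary and early embryo miRNAs, miR-989-3p alone was detected. Among the midgut miRNAs detected, both arms of miR-281 and of miR-275 had higher means in G than in F. miR-1175-5p had a lower one (68.0 CPM in G and 2024 in F). A miRNA counted as detected when its value was above 0 in at least 3 S libraries and its mean was at least 3 CPM, which 77 met. A value above 0 in all 5 S libraries was found for 45 of these. The lowest mean was 79.0 CPM, 66 had a mean over 500, and by the counts of the study 37 rested on fewer than 50 reads over the 5 libraries and the lowest on 3.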

We then determined the subsets of miRNAs expressed in each sample and found 77 miRNAs in the saliva sample, with 66 supported by more than 500 mean CPM. As expected, a larger number of miRNAs was found in the other samples, with G, F and M including 147, 196 and 171 miRNAs, respectively (Supplementary File S2). 

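Of the 14 nervous system and eye miRNAs 5 were detected in G, 12 in F and 14 in M. miR-124-3p, a neuronal miRNA, had 3.07 ± 5.31 CPM in G, 150.0 ± 22.0 in F and 218 ± 37.4 in M (SD, n = 3). Of the 12 miRNAs of the miR-2 family, 12 were detected in G and 11 in each of F and M, and of the 10 midgut miRNAs 8 were detected in G and 10 in each of F and M. The threshold, a value above 0 in at least 2 libraries and a mean of at least 3 CPM, was met by 147 miRNAs in G, 196 in F and 170 in M. As 1 read weighed at least 2.30 CPM in G and at most 0.575 in F and M, a miRNA near the threshold passed in G with fewer reads but was also missed more easily.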

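miR-375-5p met the threshold in G alone, with 522 ± 254 CPM (SD, n = 3), while its means of 2.10 ± 1.35 in F and 2.97 ± 1.04 in M lay just under the minimum of 3. miR-989-5p, with 88.6 ± 45.4 CPM, was the highest of the 34 miRNAs that met it in F alone. Among the 9 of M alone the highest was miR-10355-5p (chromosome X from 1723972 to 1723993) with 22.2 ± 0.95 CPM. In G 9 met it alone, with a median of 8.47 CPM, and in S none did, so that 52 miRNAs were detected in 1 group only. All 77 miRNAs detected in S were also detected in F and 73 of them in G. The other 4 were missing in G only. The lowest means of the miRNAs detected in 1 group were 3.27 in G, 3.03 in F and 3.00 in M, next to the threshold.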

Seventy-three miRNAs were common among the four samples and 51, instead, were unique to G, M or F samples (Fig. 2, Supplementary File S2).

**Figure 2:**

Distribution of the 214 mature miRNAs in the four samples analysed. The Venn diagram depicts the degree of overlap of the 214 miRNAs in the four samples: S (purple), G (yellow), F (green) and M (pink).

### Novel miRNAs

In the attempt to identify novel miRNAs, two complementary prediction tools were employed to search the AgamP4 assembly: miRDeep*^69^ and MapMi^70^, which exploit small RNA-Seq data and known miRNAs from other species, respectively. This way 99 putative mature miRNAs were predicted (Supplementary File S1). Overall, after mapping and applying the threshold for inclusion, 36 miRNAs appeared as *bona fide An. gambiae* and *An. coluzzii* novel miRNAs (Supplementary File S3). A large majority (30/36) was represented in at least six of the fourteen libraries and most of them (31/36) were of low abundance (Fig. 3). This is in agreement with previous studies on *An. gambiae* where the majority of novel miRNAs were found expressed at very low levels^58^. 

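Adult females held most of the predicted miRNAs at their highest level. Of the 36, the highest group mean was in F for 20, in G for 8, in S for 6 and in M for 2. In G vs F 10 were higher in G, 21 were higher in F and 5 did not pass the test, in G vs M 9 were higher in G, 9 in M and 18 did not pass, and in F vs M 16 were higher in F, none in M and 20 did not pass. With single libraries left out, calls ended in G vs F for aco-miR-N966 (without G replicate 2) and aae-miR-2765 (without G replicate 1 or F replicate 3), by fold change. In G vs M they ended for aae-miR-2765 (without G replicate 1 or M replicate 2) and aco-miR-N636 (without G replicate 2 or any 1 of the F and M libraries, the latter at adjusted p from 0.0542 to 0.0920). In F vs M they ended for aco-miR-N225 (without F replicate 2 or 3 or any 1 of the M libraries, adjusted p from 0.0658 to 0.0830), N56 (without 5 of the 6 libraries, 0.0911 to 0.177) and N645 (without M replicate 1, 0.0607). Of the 3 tested in S vs G, 2 were higher in S and 1 did not pass. Both calls ended with single libraries left out. That of N96 ended without any 1 of S replicates 1 to 3 or of the G libraries (adjusted p from 0.0790 to 0.158). That of N56 ended without G replicate 2 (0.0543). The counts adjusted over the list alone were the same, and since the study picked these miRNAs from the same libraries, their directions are not independent evidence. A value above 0 was found in at least 6 libraries for 29 of them and in all 14 for 3. The highest group mean exceeded 100 CPM for 9, and that of the others was at most 72.9 (median 12.2).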

The remaining five miRNAs, instead, were well supported by counts (2,761-39,588) and CPM (103-58,697): these include two miRNAs matching the *Aedes aegypti* miR-71 stem-loop (MI0013440) and 3 completely novel miRNAs named aco-miR-N96, aco-miR-N56, aco-miR-N951. 

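aco-miR-N96 (chromosome 2R from 21030543 to 21030565) had 1373 ± 594 CPM in G, 489 ± 141 in F and 250 ± 23.1 in M (SD, n = 3 each). aco-miR-N56 (2L from 16964551 to 16964573) had 970 ± 407, 267 ± 35.6 and 124 ± 39.8, and aco-miR-N951 (3L from 12745655 to 12745676) had 759 ± 117, 103 ± 21.8 and 200.0 ± 52.4. All 3 were higher in G than in F, by log2 fold changes of 1.42 (SE 0.37, adjusted p = 0.00470), 1.76 (SE 0.38, adjusted p = 0.00125) and 2.88 (SE 0.30, adjusted p = 4.02e-06). The miRNA aae-miR-71-5p, which lies beside the miR-2 copies (2L from 37759547 to 37759568), was lower in G, with 1224 ± 184 CPM against 2950 ± 602 in F and 3285 ± 55.6 in M, log2 fold changes of -1.26 and -1.43 (SE 0.23 each). Its other arm, aae-miR-71-3p, had 337 ± 81.3 CPM in G and 578 ± 93.0 in F, a log2 fold change of -0.79 that stayed under a fold change of 2.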

The secondary structure of the hairpins encoding these three abundant novel miRNAs from *An. coluzzii* are shown in Supplementary Figure S2.

**Figure 3:**

Abundance of the thirty-six novel miRNAs in the fourteen libraries. For each of the putative 36 novel miRNAs from *An. coluzzii* the number of total reads and the total number of libraries are reported. The five most abundant miRNAs, represented by >1000 reads, are shown with filled circles.

Homologues of these 36 putative novel miRNAs were searched in the genomes of several anopheline and a few culicine mosquitoes as well as of other BFA and of the non-blood feeding Diptera *Drosophila melanogaster* and *Musca domestica*. The four miRNAs predicted by MapMi as well as aco-miR-N636 appeared widely conserved in mosquito species and also in a few other blood feeders (Supplementary Fig. S3). With the exception of aco-miR-N645, restricted to *An. gambiae* and *An. coluzzii*, all other miRNAs were found among members of the *An. gambiae* species complex but only occasionally in other species. Only three miRNAs showed a somehow wider distribution among mosquitoes, with aco-miR-N1044 exclusively found in anophelines and aco-miR-N149 and aco-miR-N1306 also found in culicine mosquitoes.

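Of 9 predicted miRNAs tested by PCR in the study, 6 were higher in G than in F (aco-miR-N96, N56, N951, N1044, N645 and N135) and 3 were higher in F (aco-miR-N966, N149 and N629). aco-miR-N135 (chromosome 2R from 51644923 to 51644944) had 266 ± 91.9 CPM in G, 7.03 ± 3.04 in F and 10.8 ± 0.929 in M (SD, n = 3), a log2 fold change of 5.07 for G vs F (SE 0.38, adjusted p = 3.97e-07). aco-miR-N645, on the X chromosome, had 114 ± 12.7 CPM in G, 10.7 ± 2.61 in F and 3.60 ± 0.819 in M, a log2 fold change of 3.31 (SE 0.34). aco-miR-N149 and aco-miR-N629 had 29.3 ± 14.0 and 23.2 ± 10.2 CPM in F, and N629 was listed at 0 in every G library. For aco-miR-N966, with 72.9 ± 6.41 CPM in F and 32.9 ± 7.77 in G, the log2 fold change of -1.15 came to -0.996 without G replicate 2, which ended the call. In G vs M the same 6 were higher in G and 3 did not pass, and in F vs M 4 were higher in F and 5 did not pass. Of these 4, N56 lost its call without F replicate 1, 2 or 3 or M replicate 1 or 3 (adjusted p from 0.0911 to 0.177) and N645 without M replicate 1 (adjusted p = 0.0607). The 2 tested in S vs G, N56 and N96, were higher in S. N96 lost this call in 11 of 19 other settings (limma, adjusted p from 5.50e-15 to 0.716, the highest with a log2 fold change of 0.15 in the pilot saliva alone) and N56 in 2 (from 3.13e-07 to 0.0646, and 0.0543 without G replicate 2). The counts adjusted over the list alone were the same. The study chose these 9 on the F libraries, so the counts are not independent evidence of a direction.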

A subset of nine miRNAs of low (CPM < 20), medium (20 ≤ CPM < 100) and high (CPM ≥ 100) abundance in the F sample, were selected for validation by the Stem-loop Reverse-Transcription Polymerase Chain Reaction (slRT-PCR) technique^71^. Using small RNA from adult *An. coluzzii* females as template, clean amplifications of all selected miRNAs but one was obtained by slRT-PCR. The only exception was the least abundant aco-miR-N135 (7 CPM) that yielded an unspecific amplification product, most likely because of a not optimal primer design. An inverse correlation was found when mean CPM values were compared to Ct values as determined by the real time PCR amplification (Spearman r -0.833, p 0.015; Supplementary Fig. S4). Overall, these observations suggest that the large majority of the putative novel miRNAs identified here are indeed real and expressed in *An. coluzzi*.

### Differential expression analysis

At first, differential expression (DE) analysis of mature miRNAs was performed on all four samples (S, G, F and M). This yielded a subset of miRNAs upregulated in the saliva sample; however, while ~40% of these miRNAs were well supported by counts, the remaining appeared differentially expressed despite the low or very low number of mapping reads. 

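Of the 53 miRNAs tested between S and G, 10 were higher in S, 20 were higher in G and 23 did not pass. Beside the most abundant saliva miRNAs, miR-1891-5p was higher in S (2989 ± 2131 CPM, n = 5, against 6.53 ± 2.36 in G, n = 3; log2 fold change 1.81, SE 0.47, adjusted p = 0.00686), and so was miR-2796-3p (2696 ± 1374 against 262 ± 139; log2 fold change 1.46, SE 0.40). By list, higher in G were the 3 tested of the 4 members of the miR-12 and miR-283 cluster, the 3 tested of the 12 of the miR-2 family (miR-2b-3p and miR-2-1-5p with near copies, and miR-11-3p), the 3 tested of the 10 of the midgut list, and 3 of the 4 tested of the let-7 complex, while 1 of that complex did not pass. Of these, miR-100-3p lost its call without G replicate 1 or 2 (adjusted p = 0.0599 and 0.0739), miR-100-5p and miR-2-1-5p without G replicate 2 (0.119 and 0.0543), miR-275-3p without G replicate 3 (0.0580) and miR-11-3p without AgSal1, AgSal2, S replicate 2 or any 1 of the G libraries (0.0521 to 0.0921). In the miR-34, miR-277 and miR-317 cluster 3 were higher in G and 2 did not pass, in the miR-9 family and its cluster 2 and 2, and in the epithelial and secretory list 2 and 1. Among these, miR-34-5p lost its call without any 1 of S replicates 1 to 3 or of the G libraries (adjusted p from 0.0593 to 0.193). miR-306-5p lost it without G replicate 2 (0.0540). On the side of saliva were miR-1-3p, the tested muscle miRNA, miR-989-3p, the tested ovary miRNA, and 2 of the 3 tested sense organ miRNAs, miR-7-5p and miR-263b-5p. The 2 tested Hox cluster miRNAs and the 1 tested of the miR-92 family did not pass, and none of the nervous system and eye list or of the female and male control lists had the level to be tested. All these counts were the same adjusted over the list alone. Of miR-10355 to miR-10380 and miR-12414 to miR-12419, 1 was tested and passed only when adjusted over the list alone. At an unadjusted p under 0.05, 33 of the 53 passed.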

We assumed this was most likely due to the large difference in the number of reads mapping to miRNAs in the four samples. Therefore, to avoid any possible bias and make the downstream analysis more robust and reliable, we decided to (i) use the reads from the S sample just for assembling a catalogue of salivary miRNAs from *An. coluzzii* and (ii) repeat the DE analysis using only the G, F and M samples, which carried a comparable number of mapping reads. The mature miRNAs expression heatmap and the cluster analysis confirmed the overall quality of replicates, highlighting groups of miRNAs with specific profile signatures (Supplementary Fig. S5). 

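All 14 nervous system and eye miRNAs were lower in G than in F and in M, among them miR-285-3p with 10.4 ± 4.22 CPM in G, 2306 ± 641 in F and 2265 ± 336 in M (SD, n = 3; log2 fold changes -7.69 and -7.70, SE 0.35). The call of miR-219-5p, at 1.13 CPM in F and 0 in G, where 1 read weighs at least 2.30 CPM, ended against F without F replicate 3 (log2 fold change -0.84). miR-285-5p and miR-1000-3p were also listed at 0 in G, with means of 2.40 and 3.27 CPM in F, near the weight of 1 read in G. For such miRNAs a 0 in G may come from depth alone. miR-285-5p lost its call against F in 2 of 17 other settings (limma, adjusted p up to 0.0919). Both muscle miRNAs were lower in G than in F and M, with log2 fold changes of -5.21 (SE 0.43) for miR-1-3p and -5.26 (SE 0.74) for miR-133 in G vs F, and so were all 4 miRNAs of the miR-92 family. Of the 10 midgut miRNAs, 5 were lower in G (both arms of miR-1174 and miR-1175, and miR-1890-3p), 2 were higher and 3 did not pass in each comparison, with 6 lower in G than in F when adjusted over the list alone. The higher ones included miR-281-5p with 49317 ± 4548 CPM in G and 13714 ± 4889 in F. Of the 5 Hox cluster miRNAs, 3 were lower in G than in F and 4 lower than in M, and miR-iab-4-5p was listed at 0 in every G library against 97.7 ± 23.8 CPM in F.
By contrast, the miR-12 and miR-283 cluster on chromosome 2R was higher in G, 3 of 4 members against F and all 4 against M. miR-12-3p had 5395 ± 427 CPM in G and 579 ± 76.7 in F, a log2 fold change of 3.22 (SE 0.23, adjusted p = 2.16e-07). Of miR-8 and miR-375, known from epithelial and secretory cells, 3 of the 4 arms were higher in G in both comparisons and miR-8-3p did not pass, with a log2 fold change of -0.94 in G vs F. In the let-7 complex miR-125-5p (2.51, SE 0.24) and miR-100-5p (1.20, SE 0.30) were higher in G than in F and 4 did not pass, while 1 was higher in G than in M. For miR-100-5p the call ended without G replicate 2 (0.92) or F replicate 3 (0.95). Of the 5 sense organ miRNAs, both arms of miR-263a were higher in G and the other 3, miR-7-5p (-4.03, SE 0.35) and miR-263b-5p (-4.04, SE 0.31) among them, were lower than in F and in M. The call of the remaining one, miR-7-3p, against M ended without G replicate 3 or any 1 of the F and M libraries (adjusted p from 0.0713 to 0.149). In the miR-34, miR-277 and miR-317 cluster 2 were higher in G than in F (miR-34-3p and miR-317-3p), 2 were lower (both arms of miR-277) and 2 did not pass, and against M 1 was higher, 2 were lower and 3 did not pass.
The miR-2 family, with its near copies, had 1 member higher in G than in F, 2 lower and 9 that did not pass (1 and none adjusted over the list alone), and against M 5, 1 and 6. Of these calls, those of miR-2-1-3p, lower in G, ended without G replicate 2 or any 1 of the F and M libraries (adjusted p from 0.0525 to 0.105 against F and from 0.0503 to 0.129 against M). The call of miR-13b-5p against F ended without G replicate 2 (log2 fold change -0.84) or F replicate 2 (-1.29, adjusted p = 0.0721). Of the 5 higher than in M, miR-11-3p lost its call without G replicate 1 or M replicate 2 or 3 (log2 fold changes from 0.96 to 0.99), miR-308-3p without G replicate 1 or M replicate 1 or 3 (adjusted p from 0.0604 to 0.0910) and miR-2c-5p without M replicate 1 or 3 (0.0755 and 0.0549). The miR-9 family and its cluster had none higher in G than in F, 1 lower and 9 that did not pass, and against M 4, 1 and 5, where miR-9c-5p fell to a log2 fold change of 0.997 without G replicate 2. In the ovary and early embryo list both arms of miR-989 were lower in G than in F, 3 did not pass, and none of the 5 passed against M. Of the 28 miRNAs numbered miR-10355 to miR-10380 and miR-12414 to miR-12419, 2 were higher in G than in F, 14 were lower and 12 did not pass (1 and 13 adjusted over the list alone), and against M 1, 14 and 13. Both calls higher in G than in F ended with a library left out, that of miR-12419-5p without G replicate 2, F replicate 1 or 3 or any 1 of the M libraries (adjusted p from 0.0526 to 0.144) and that of miR-12418-3p without F replicate 3 (0.0641). Of those lower in G than in F, miR-10355-3p lost its call without 6 of the 9 libraries (0.0583 to 0.152) and miR-10368-3p without 5 (0.0569 to 0.0687). Against M it was lost by miR-10355-3p without 4 (0.0676 to 0.122), miR-10370-3p without G replicate 2 or 3 (0.0517 and 0.0604) and miR-10365-5p without G replicate 3 (log2 fold change -0.96). The other counts were the same adjusted over the list alone, and no named member changed its direction under either other scaling of the libraries.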

Sample-specific miRNA enrichment was evaluated by pairwise comparisons between the three samples: fold change (FC) and false discovery rates (FDR) were calculated to provide statistical validation (Supplementary File S4). Using as threshold parameters FC > 2 and FDR < 0.05 we could identify subsets of miRNAs specifically enriched in adult female salivary glands, in adult females and in adult males. 

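Among the miRNAs higher in G, the 2 arms of miR-375, which in mammals is abundant in the pancreatic islets, had the largest fold changes. miR-375-3p (chromosome 3R of AgamP4 from 51640581 to 51640602) had 54588 ± 4118 CPM in G, 511 ± 39.1 in F and 814 ± 107 in M (SD, n = 3 each). The log2 fold change was 6.74 against F (SE 0.22, adjusted p = 6.36e-10) and 6.07 against M (SE 0.22, adjusted p = 2.01e-09), and for its other arm 7.34 and 6.94 (SE 0.48). miR-263a-5p, the second most abundant miRNA of G, had 142603 ± 63395 CPM in G, 18403 ± 4611 in F and 24302 ± 3726 in M, log2 fold changes of 2.90 and 2.48 (SE 0.32). miR-1889-3p (2R from 37888805 to 37888825), between miR-12 and miR-283 on the chromosome, had log2 fold changes of 3.53 and 4.23 (SE 0.31), and aco-miR-N1015 4.37 and 3.78.
On the other side, miR-989-3p was lower in G than in F by a log2 fold change of -8.84 (SE 0.52, adjusted p = 1.01e-07), while in G vs M it was 0.26 (adjusted p = 0.711). miR-210-3p was lower than in F and M by -8.77 and -9.05 (SE 0.53), miR-1891-3p by -8.28 and -8.40 (SE 0.51), and miR-1175-3p, of the midgut, by -6.42 and -4.83 (SE 0.73). Of the 214 miRNAs, 35 were higher in G than in F, 107 were higher in F and 72 did not pass, and 42 were higher in G than in M, 88 in M and 84 did not pass. The libraries of the 2 groups did not overlap for 154 of the 214 miRNAs in G vs F and 153 in G vs M, where chance gives 10% with 3 libraries in each group. An exact permutation test of 3 against 3 cannot go under p = 0.1, so that the calls rest on the spread that limma shares across miRNAs.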

More in detail, the comparison G vs F highlighted 38 miRNAs enriched in female salivary glands and 103 significantly more abundant in adult females (Fig. 4, top panel), whereas the comparison G vs M pointed out the differential enrichment of 125 miRNAs, 41 upregulated in female salivary glands and 84 in adult males (Fig. 4, central panel). Finally, the comparison F vs M identified 68 sex-biased miRNAs that may play roles in sexual dimorphism: among these, 50 were more abundant in females and 18 in males (Fig. 4, bottom panel). 

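miR-989-3p, known from the ovaries of mosquitoes, was the miRNA that differed most between the sexes. It lies on chromosome 3L from 2905485 to 2905505 and had 39940 ± 20594 CPM in F and 67.3 ± 17.1 in M (SD, n = 3), a log2 fold change of 9.10 (SE 0.52, adjusted p = 3.71e-07). Its other arm followed with a log2 fold change of 5.76. miR-10362-5p had 50.4 ± 22.2 against 0.333 ± 0.289 CPM (5.21, SE 0.36), and 32 of the 42 miRNAs higher in F had a mean under 100 CPM there. In M the largest differences were those of miR-10368-3p, with 206 ± 8.96 CPM against 4.63 ± 0.153 in F (-5.20, SE 0.58, adjusted p = 2.84e-05), and miR-10379-3p, with 323 ± 47.9 against 9.90 ± 2.23 (-4.90, SE 0.37, adjusted p = 2.23e-06), which start at 7416770 and 7417611 on the X chromosome. miR-34-3p, with 4474 ± 243 CPM in M and 618 ± 159 in F, was the most abundant of those above a log2 difference of 2 on the side of M (-2.89, SE 0.25, adjusted p = 3.86e-06).
Of the 214 miRNAs, 42 were higher in F, 13 were higher in M and 159 did not pass. By list, higher in F, higher in M and not passing, the counts were 4, 0 and 6 for the miR-9 family and its cluster, 2, 0 and 2 for the miR-92 family, 2, 0 and 3 for the ovary and early embryo list, 1, 0 and 3 for the miR-12 and miR-283 cluster, and 1, 0 and 11 for the miR-2 family. They were 0, 2 and 4 for the miR-34, miR-277 and miR-317 cluster, 0, 1 and 4 for the sense organs, 0, 1 and 13 for the nervous system and eye, and 0, 1 and 9 for the midgut, where none passed adjusted over the list alone. Of these calls, those of miR-92b-3p ended without any 1 of the 6 libraries (adjusted p from 0.0564 to 0.164), of miR-92a-3p without F replicate 2 or 3 or M replicate 3 (0.0554 to 0.0836), and of miR-9c-5p without F replicate 1 or 2 or M replicate 2 (0.0723 to 0.0943). They also ended for miR-277-5p without 5 of the 6 (0.0816 to 0.129), for miR-275-5p, of the midgut, without 5 of the 6 (0.0616 to 0.169), for miR-283-5p without F replicate 2 or M replicate 1 (log2 fold changes 0.91 and 0.98) and for miR-2b-3p without F replicate 2 (adjusted p = 0.0561). Of the miRNAs numbered miR-10355 to miR-10380 and miR-12414 to miR-12419, 7 were higher in F, 7 in M and 14 did not pass, with the calls of miR-10367-5p and miR-10370-3p, higher in M, ending without 5 and 2 of the 6 libraries. None of the let-7 complex (6), muscle (2), epithelial and secretory (4) or Hox cluster (5) miRNAs passed in limma, and the other counts were the same adjusted over the list alone. The number higher in F was 25, 19 and 23 without F replicates 1, 2 and 3. With an F library left out, the filter of at least 1 CPM in at least 3 libraries no longer tested miRNAs found in F alone, such as aco-miR-N652. Part of the fall is therefore fewer miRNAs tested and not a change in their values. The F and M libraries did not overlap for 104 of the 214 miRNAs, where chance gives 10%.

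**Figure D1:**
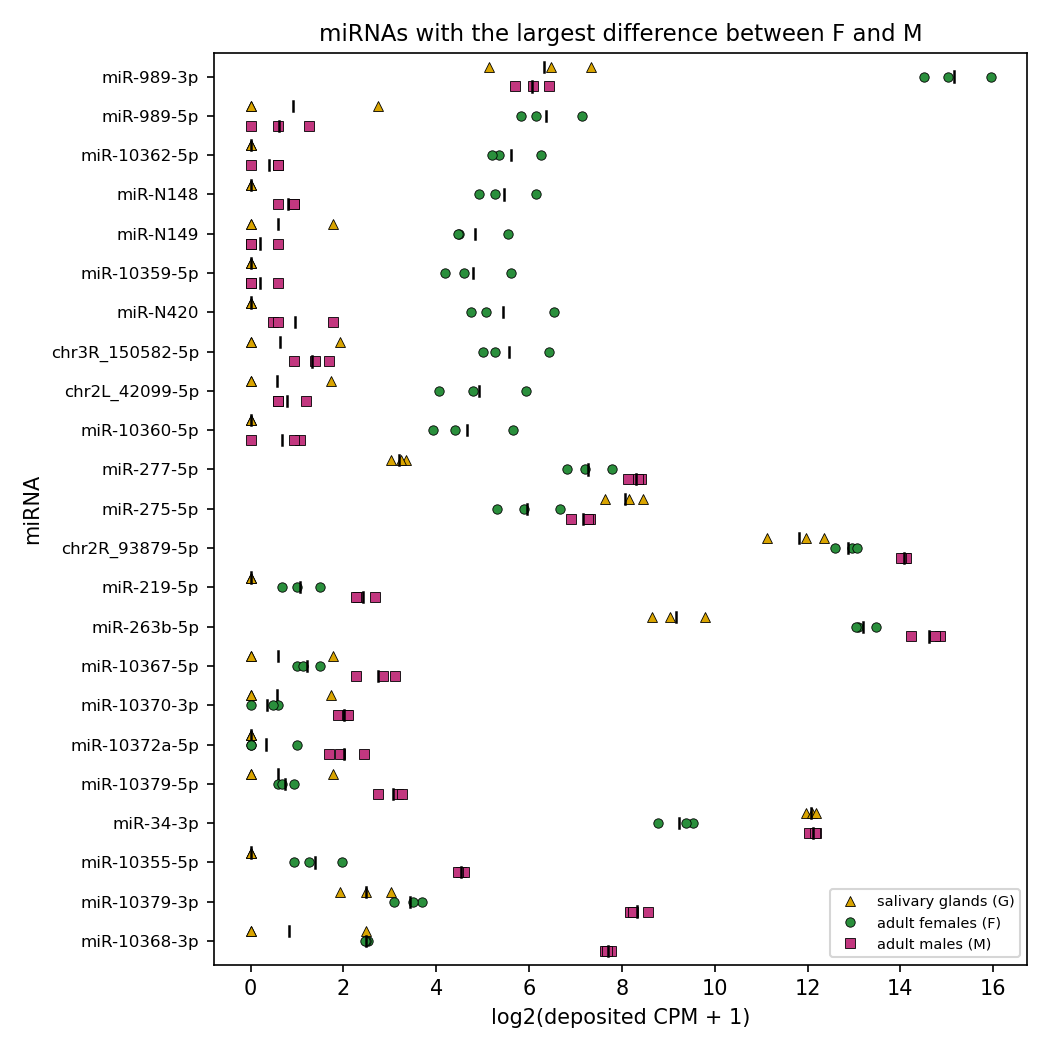
Deposited values of miRNAs that differed between adult females (F) and adult males (M), as log2(CPM + 1) on the x axis, with 1 point per library (n = 3 per group) and a black bar at the mean of the log2 values. The 10 largest differences on the side of F and the 13 miRNAs higher in M are drawn, and miR-989-3p shows the widest gap, with a log2 fold change of 9.10.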

The numbers of miRNAs found upregulated in the three pairwise comparisons according to different false discovery rates (FDR < 0.05, FDR < 0.01 and FDR < 0.001) are reported in Supplementary Table S1. Matching the two subsets of miRNAs upregulated in female salivary glands in the pairwise comparisons to F (38) and M (41) revealed that 30 miRNAs were common. These may be considered with good confidence as miRNAs specifically enriched in female salivary glands and, therefore, likely to play sex- and/or tissue-specific roles in salivary gland physiology and blood feeding.

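The glands' list held both arms of 5 hairpins, miR-375, miR-12, miR-1889, miR-263a and miR-2945, beside single arms such as miR-8-5p, miR-125-5p, miR-281-5p, miR-283-5p and miR-317-3p, and 9 predicted miRNAs, aco-miR-N96, N56 and N951 among them. miR-8-5p (chromosome 3L from 38943058 to 38943079) had 82383 ± 10677 CPM in G, 25732 ± 9204 in F and 26601 ± 5219 in M (SD, n = 3), log2 fold changes of 1.73 and 1.64 (SE 0.28). miR-125-5p had 40950 ± 4773 CPM in G, 7220 ± 1371 in F and 13115 ± 2666 in M, and its log2 fold change against M was 1.66 (SE 0.24). miR-2945-3p had 16921 ± 2381 CPM in G and 5004 ± 1301 in F. In all 28 miRNAs were higher in G than in both F and M, where lists of 35 and 42 drawn independently from 214 would share 6.87. Both lists use the same 3 gland libraries. With no change simulated, none was shared in any of 100 simulations. This cannot gauge the overlap of long lists, since tables simulated without change in a separate test gave only 0.5 calls on average for G vs F. The lists are not independent for another reason, as F and M correlated with a mean r of 0.928. The 3 gland libraries cannot be divided into separate controls, so that part of the overlap may come from the shared glands. The number lay between 28 and 32 with single libraries left out. From the overlap of its 2 lists, the paper proposes that these miRNAs are enriched in female salivary glands in particular and have roles in gland physiology and blood feeding tied to sex, tissue or both.

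**Figure D2:**
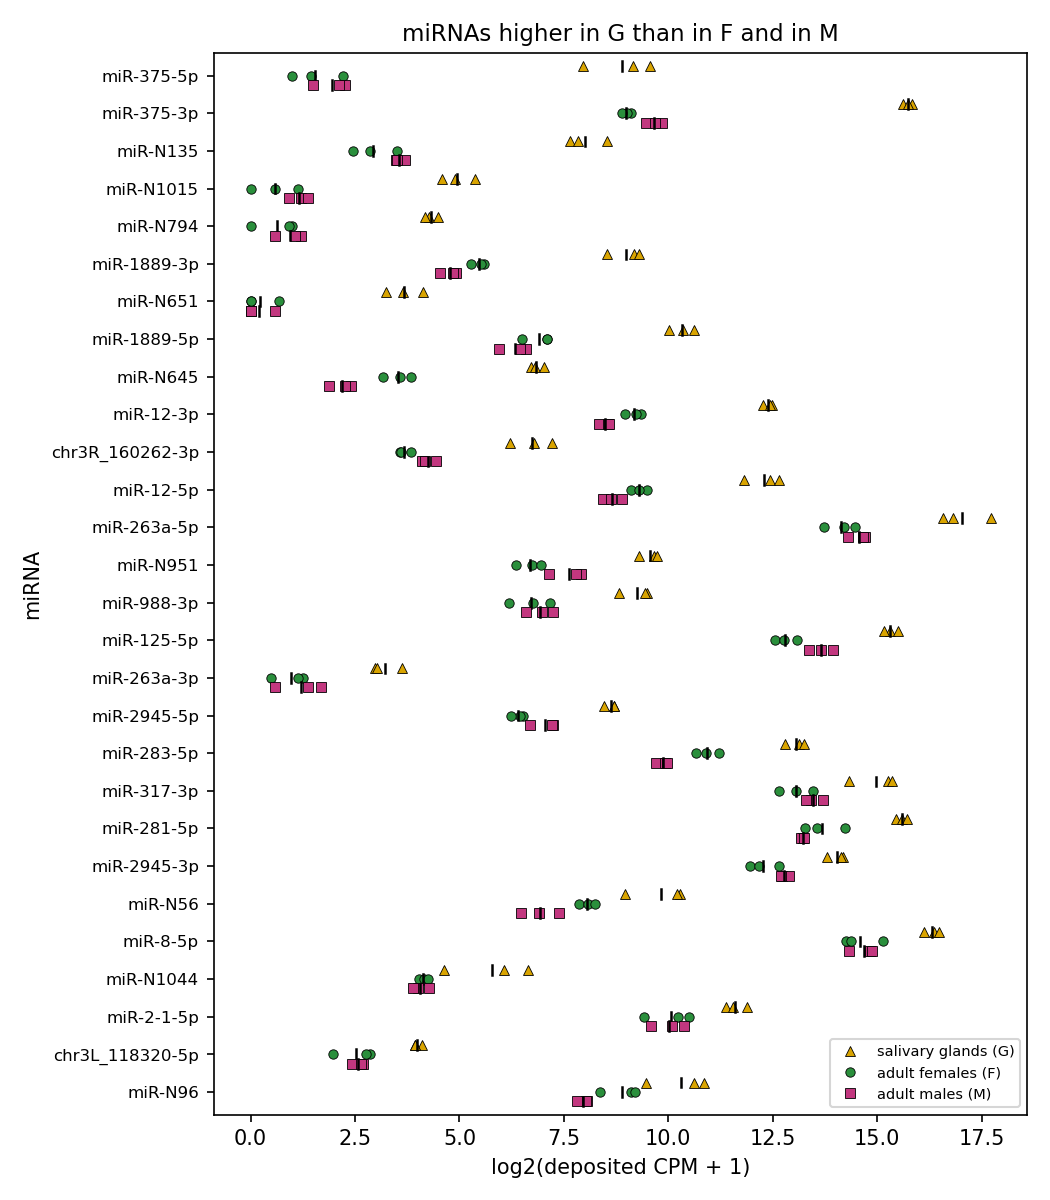
Deposited values of the 28 miRNAs higher in salivary glands (G) than in adult females (F) and adult males (M), as log2(CPM + 1) on the x axis, with 1 point per library (n = 3 per group) and a black bar at the mean of the log2 values. miR-375-3p lies near 54588 CPM in G against 511 in F and 814 in M.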

**Figure 4:**
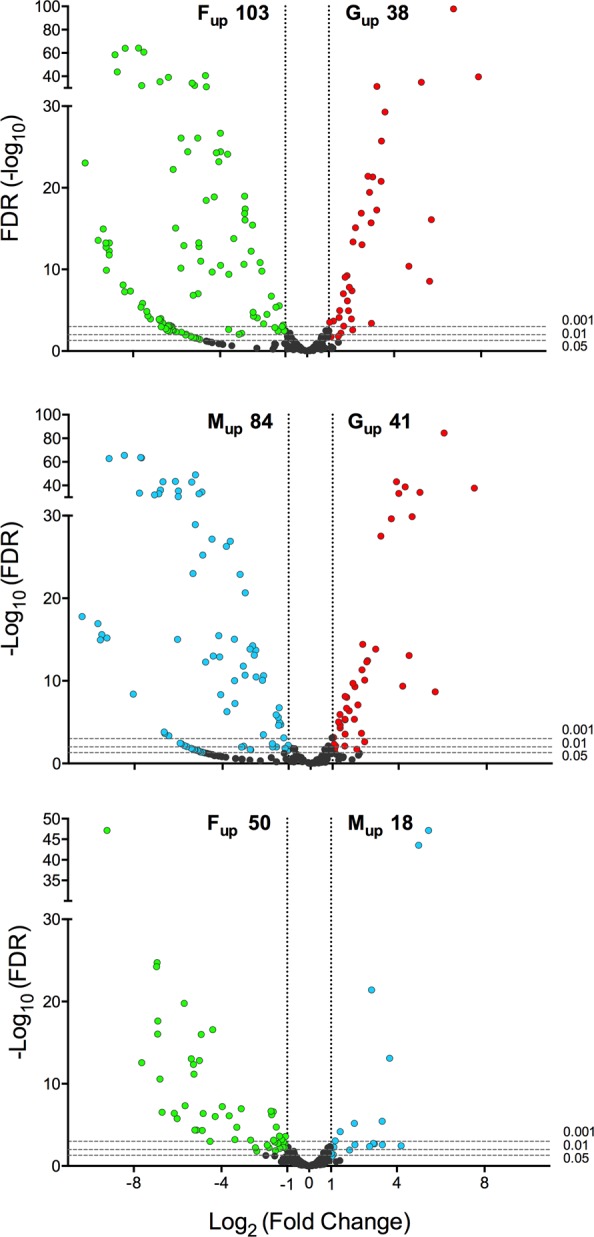
Differential abundance of miRNAs in *Anopheles coluzzii* salivary glands, adult females and adult males. The volcano plots show the differential abundance of miRNAs in the pairwise comparisons G-F (top), G-M (middle) and M-F (bottom). The log2 of fold change (FC) versus the negative log10 of false discovery rate (FDR) as calculated by the Fisher’s exact test are reported. Vertical dotted lines mark FC = 2, horizontal dashed lines mark FDR threshold equal to 0.05, 0.01 and 0.001. miRNAs with a FC > 2 and FDR < 0.05 in the different pairwise comparisons were considered as differentially expressed and are shown in red (upregulated in female salivary glands), green (upregulated in adult females) and blue (upregulated in adult males).

### Asymmetric distribution of miRNAs in saliva and salivary glands of *Anopheles coluzzii*

As mentioned above, the S sample was not included in DE analysis to avoid introducing any bias due to the low number of reads mapping to a group of miRNAs in the saliva sample. Nevertheless, we wondered whether miRNAs were or not symmetrically distributed between salivary glands and saliva. Therefore, we selected the 30 most abundant miRNAs from the S (CPM range 3,098-161,759) and G (CPM range 3,828-175,456) samples and, comparing the two lists, we found an overlap restricted to 21 miRNAs. 

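The order of the most abundant miRNAs differed between saliva and glands. miR-276-3p was first in S and 8th in G, and miR-100-5p was first in G and 5th in S, while miR-263a-5p was 2nd in both. miR-7-5p, 3rd in S, was 48th in G, aco-miR-N96 was 7th and 40th, miR-263b-5p 8th and 51st, and miR-92a-3p 12th and 86th. In the other direction, miR-375-3p was 4th in G and 39th in S, and miR-283-5p 21st and 50th. The 30 highest means of each group shared 21 miRNAs, and 39 miRNAs made up the combined list. The number shared lay between 20 and 22 with single libraries left out.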

When the S/G CPM ratio was calculated for the 39 miRNAs from the combined lists we found an asymmetric miRNA distribution between salivary glands and saliva. Indeed, 9 miRNAs had an S/G ratio > 4.00 and, therefore, appeared to be more abundant in saliva, whereas other 11 had an S/G ratio < 0.25 and were more represented in the salivary glands. 

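Among the abundant miRNAs whose ratio of mean CPM in S to mean CPM in G lay between 0.25 and 4, miR-263a-5p was near 1, with 149006 ± 103821 CPM in S (SD, n = 5) and 142603 in G, a ratio of 1.04. So was let-7-5p, with 22471 ± 14721 CPM in S and 23646 ± 7349 in G (n = 3), a ratio of 0.95. bantam-3p had a ratio of 1.73 and miR-8-3p one of 1.58, which came to 0.867 without AgSal1, and neither passed between S and G in limma over all 5 saliva libraries. With the pilot saliva alone both were higher in S (adjusted p = 0.0402 and 0.0381), and in the other settings neither passed. Of these 19 miRNAs 8 did differ. miR-184-3p was higher in S (66859 ± 10366 against 28182 ± 7384 CPM; log2 fold change 1.24, SE 0.39, adjusted p = 0.0164), though not without G replicate 1 (adjusted p = 0.0667) or G replicate 3 (adjusted p = 0.0921). In G 7 were higher, with ratios from 0.254 for miR-306-5p to 0.432 for miR-100-5p, and the other 11 did not pass. Of these 7, miR-11-3p lost its call in 11 of 19 other settings, among them without AgSal1, AgSal2, S replicate 2 or G replicate 1, 2 or 3 (adjusted p from 0.0521 to 0.0921), miR-34-5p in 10 and miR-100-5p in 4. miR-275-3p lost it in 2 (adjusted p = 0.0580 without G replicate 3) and miR-306-5p in 1 (adjusted p = 0.0540 without G replicate 2).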

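Among the 9 miRNAs with a ratio over 4, the highest of those found in all 5 saliva libraries was miR-7-5p, a miRNA of sense organs (chromosome 2L from 8302949 to 8302971), with 145761 ± 123953 CPM in S (SD, n = 5) and 707 ± 249 in G (n = 3), a ratio of 206. miR-263b-5p had 46484 ± 44193 against 602 ± 250 CPM (ratio 77.3, and 50.0 without S replicate 1), miR-1-3p had a ratio of 23.1, and aco-miR-N56, with 14482 ± 13431 CPM in S, one of 14.9, which came to 9.36 without S replicate 3. miR-989-3p had 3729 ± 2314 against 94.5 ± 63.4 CPM (ratio 39.5, and 60.8 without G replicate 2). miR-276-3p, the most abundant miRNA of saliva, had 161759 ± 45231 against 40434 ± 6117 CPM, a ratio of 4.00 next to the threshold that lay between 3.55 and 4.37 with single libraries left out. aco-miR-N96 had a ratio of 42.7, but 21.4 without S replicate 3, 1.23 in the 2 pilot libraries and 70.4 in the second experiment. miR-92a-3p had a ratio of 376, but 0 CPM in both pilot libraries and 34746 on average in the second experiment, and 167 without S replicate 2. For miR-317-5p the ratio of 5.02 came to 1.93 without S replicate 3.
On the side of the glands, miR-375-3p had the lowest ratio, 0.0396, with 2162 ± 2745 CPM in S, and 0.0249 without S replicate 1. The arms of miR-12 followed with 0.137 and 0.148 (the latter 0.0891 without S replicate 2), those of miR-281 with 0.144 and 0.159, miR-2b-3p, which has near copies, with 0.158, and miR-283-5p with 0.159. The ratios of miR-34-3p, miR-317-3p, miR-8-5p and miR-125-5p were 0.196, 0.197, 0.231 and 0.242. In all 9 ratios were over 4 and 11 under 0.25. Within the experiments, 5 of the 9 were over 4 in the pilot, 8 in the second experiment and 4 in both, and 11, 10 and 10 of the 11 were under 0.25.

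**Figure D3:**
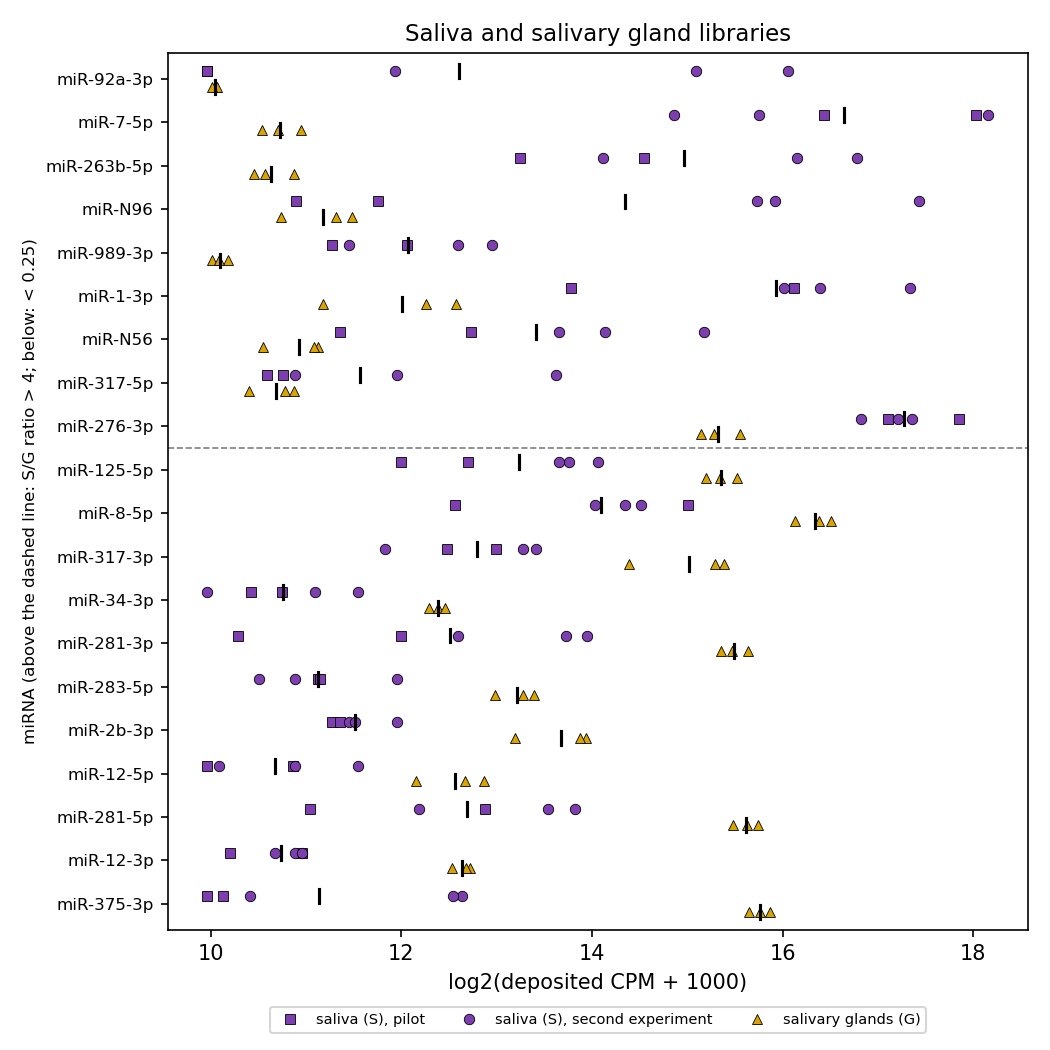
Deposited values of the 9 miRNAs with a ratio over 4 (above the dashed line) and the 11 with a ratio under 0.25 (below it), as log2(CPM + 1000) on the x axis. Squares are the 2 pilot saliva libraries, circles the 3 saliva libraries of the second experiment, triangles the 3 gland libraries, and black bars the mean of the log2 values of saliva and of glands; miR-92a-3p lies at 0 CPM in both pilot libraries.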

The remaining 19, with S/G ratio ≤ 4.00 and ≥0.25, can be essentially considered as equally distributed (Fig. 5, Supplementary File S5). To verify if this distribution had a statistical support we examined the DE data obtained by edgeR for the pairwise comparison S-G during our initial analysis involving all four samples. 

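Of the 9 miRNAs with an S/G ratio over 4, 7 were higher in S in limma and 2 did not pass. The log2 fold change, on CPM + 1000, was 5.92 for miR-7-5p (SE 0.74, adjusted p = 0.000170), 4.34 for miR-263b-5p (SE 0.74, adjusted p = 0.000848), 3.92 for miR-1-3p (SE 0.73, adjusted p = 0.00107), 1.94 for miR-276-3p (SE 0.33, adjusted p = 0.000848) and 1.97 for miR-989-3p (SE 0.43, adjusted p = 0.00322). aco-miR-N56 came to 2.49 (SE 0.70, adjusted p = 0.00941, and 0.0543 without G replicate 2). aco-miR-N96 came to 3.17 (SE 1.26, adjusted p = 0.0469), and its adjusted p was 0.0790, 0.0852 and 0.127 without S replicates 1, 2 and 3 and 0.0863, 0.158 and 0.0921 without G replicates 1, 2 and 3. miR-92a-3p (2.56, SE 1.23, adjusted p = 0.0902) and miR-317-5p (0.88, SE 0.62, adjusted p = 0.265) did not pass.
All 11 miRNAs with a ratio under 0.25 were higher in G, at adjusted p between 0.000408 for miR-375-3p (log2 fold change -4.62, SE 0.68) and 0.00843 for miR-125-5p (-2.12, SE 0.57). In two-sided exact permutation tests, 6 of the 9 and all 11 reached the smallest p that 5 libraries against 3 allow, 0.0357, miR-92a-3p had p = 0.357 and miR-317-5p p = 0.286. Adjusted over the 39 miRNAs this smallest p becomes 0.0557, so that none could pass by the exact test alone. The study chose both groups on these libraries, so these counts, the same adjusted over the list alone, are not independent evidence. In G vs F, 6 of the 9 were higher in F, 2 in G and 1 did not pass, while 9 of the 11 were higher in G and 2 did not pass. In G vs M the counts were 5, 2 and 2 of the 9, and 10 of the 11 higher in G with 1 that did not pass. In F vs M, 3 of the 9 were higher in F, 1 in M and 5 did not pass, and 2, 1 and 8 of the 11. Of these F vs M calls, those of N56 (without 5 of the 6 libraries, adjusted p from 0.0911 to 0.177), miR-92a-3p (without 3, 0.0554 to 0.0836), miR-2b-3p (without F replicate 2, 0.0561) and miR-283-5p (without F replicate 2 or M replicate 1, by fold change) ended with single libraries left out.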

The 9 miRNAs found over-represented in the S sample were supported by reliable mean CPM (range 3344–161759) and their differential distribution had very good statistical support (FDR values range 0.0057-3.61E-16); a similar situation was found for the 11 miRNAs over-represented in salivary glands (Supplementary File S5). These observations indicate that *An. coluzzii* saliva does not simply mirror salivary gland miRNA content and that a selected subset of miRNAs are preferentially conveyed to saliva.

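miR-7-5p and aco-miR-N56 were higher in each of the 5 saliva libraries than in any gland or female library. The lowest saliva value of miR-7-5p was 28688 CPM, against at most 974 in G and 17593 in F. That of aco-miR-N56 was 1628 CPM, against at most 1235 in G and 302 in F. It rested on 9 reads, so that its margin over G may lie within counting error. miR-263b-5p and aco-miR-N96 exceeded all G and F libraries in 4 of the 5 saliva libraries, and miR-92a-3p and miR-317-5p in 3. For miR-317-5p, however, S replicate 1 had 896.1 CPM, the weight of 1 read there, against up to 883 in G. S replicate 2 stood at 2968 CPM, the floor of 3 reads. miR-1-3p did so in 1 and miR-276-3p and miR-989-3p in none, since they were more abundant in F, where miR-1-3p had 112107 ± 29071 CPM, miR-276-3p 228840 ± 69769 and miR-989-3p up to 63031. From the S/G ratios and their FDR values, the paper concludes that saliva does not simply repeat the miRNA content of the glands and that some miRNAs are conveyed to it preferentially.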

**Figure 5:**
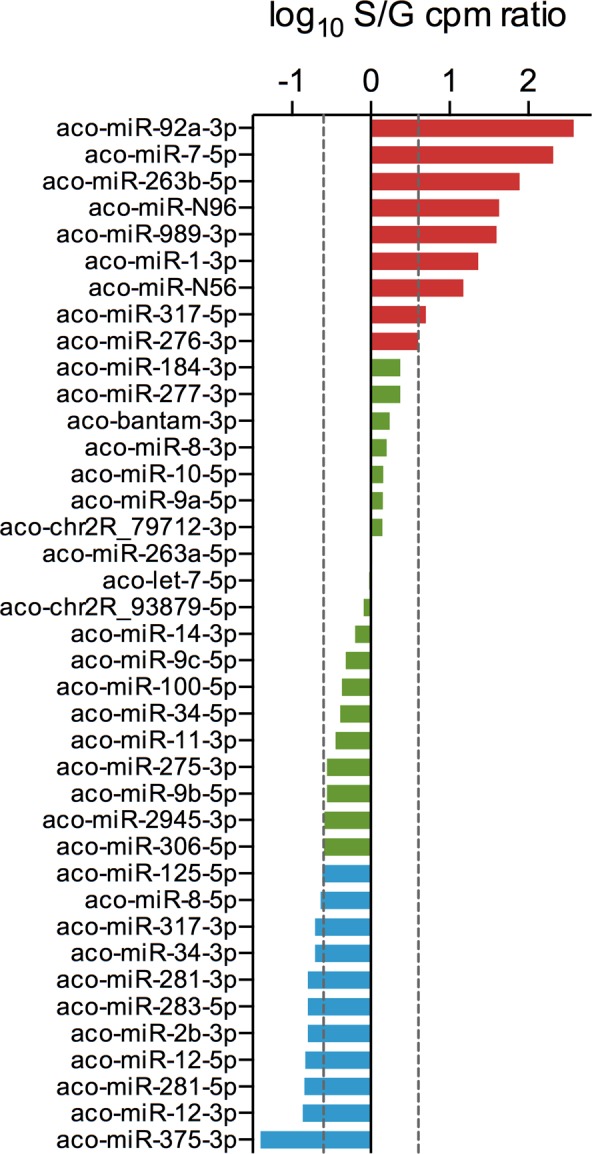
Asymmetric distribution of miRNAs in saliva and salivary glands. The mean CPM of the 30 most abundant miRNAs in saliva and salivary glands of *An. coluzzii* were compared and the S/G ratio calculated. For these 39 miRNAs the log10 of the S/G ratio is reported. miRNAs with S/G ratio > 4.0 or <0.25 are reported in red and light blue, respectively. In green are shown miRNAs whose S/G ratio was ≥0.25 or ≤4.0. Dashed lines mark the limits of 4-fold overexpression in saliva and salivary glands.

### Target prediction

MicroRNAs regulate gene expression by binding the 3′-UTR of mRNA targets^31,33,35^. Since mosquitoes inject saliva into their hosts during blood feeding, and considering that miRNAs in anopheline saliva may have evolved to play some role in vector-host interactions, we were wondering about potential targets of the most abundant miRNAs found in saliva. Based on the observation that the seed region (nucleotides 2–8 of the miRNAs) plays a crucial role in recognition and binding to mRNAs, as well as on a few other features as free energy or site accessibility, several bioinformatics tools employing different algorithms have been developed for target prediction^72,73^. However, the output of these software packages typically consists of a large number of potential targets, which makes the identification of genuine targets a difficult task. Moreover, predictions usually require some type of downstream validation, which can be challenging, especially in complex biological contexts as the interface between the mosquito and its vertebrate host. Nevertheless, the use of more than one bioinformatics tool and the selection of transcripts targeted by multiple miRNAs may help identify relevant pathways. Therefore, we employed three different bioinformatics tools (TargetSpy, miRanda and PITA) to predict human mRNA targets of the 8 most abundant miRNAs in saliva; only transcripts expressed in human skin according to transcriptomic (FPKM > 1.0)^74^ and proteomic^75^ studies were considered for the prediction. 

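The 8 miRNAs with the highest mean in saliva were miR-276-3p, miR-263a-5p, miR-7-5p, miR-1-3p, miR-100-5p, miR-184-3p, aco-miR-N96 and miR-263b-5p, and together they held 65.5 to 77.3% of the summed CPM of a saliva library. miR-100-5p had 75743 ± 28354 CPM in S (SD, n = 5), 175456 ± 63871 in G and 75417 ± 21044 in F (n = 3 each). miR-184-3p had 60344 ± 19052 CPM in F and 83412 ± 10086 in M. Of the 8, 6 were higher in S than in G in limma, miR-100-5p was higher in G (log2 fold change -1.24, SE 0.41, adjusted p = 0.0189, and 0.119 without G replicate 2) and miR-263a-5p did not pass (-0.19, SE 0.58). Among the 6, aco-miR-N96 lost its call in 11 of 19 other settings. miR-184-3p lost it without G replicate 1 or 3 (adjusted p = 0.0667 and 0.0921). The mean of aco-miR-N96 rested on the second experiment, with 96708 CPM against 1683 in the pilot.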

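All 8 female control miRNAs (miR-989-5p, chr3R_150582-5p, miR-10362-5p, aco-miR-N420, chr3L_130625-5p, aco-miR-N148, chr2L_42099-5p and miR-10359-5p) were higher in F than in M and than in G. Their log2 fold changes in F vs M ran from 3.82 for chr3L_130625-5p (SE 0.35, adjusted p = 6.38e-06) to 5.76 for miR-989-5p (SE 0.70, adjusted p = 5.70e-05). None was detected in S or G, and in G vs M 1 was higher in M and 7 did not pass. The 1 was chr3L_130625-5p, at 2.13 CPM in M and 0 in G, where 1 read weighs at least 2.30 CPM, so that its 0 in G may come from depth. Of the 8 male control miRNAs, 6 were in the table (miR-2c-5p, miR-10367-5p, miR-219-5p, miR-10375a-3p, miR-10372a-5p and miR-10370-3p). In F vs M 4 of them were higher in M and 2 did not pass, in G vs M 5 were higher in M and 1 in G, and in G vs F 2 were higher in F and 4 did not pass. The G vs F call of miR-219-5p ended without F replicate 3 (log2 fold change -0.84). In limma the F vs M call of miR-10367-5p ended without F replicate 1, 2 or 3 or M replicate 1 or 3 (adjusted p from 0.0748 to 0.122) and that of miR-10370-3p without F replicate 2 or 3 (adjusted p = 0.0808 and 0.0525). In G vs M the call of miR-10370-3p ended without G replicate 2 or 3 (adjusted p = 0.0517 and 0.0604), and that of miR-2c-5p, the 1 higher in G, without M replicate 1 or 3 (adjusted p = 0.0755 and 0.0549). Apart from miR-2c-5p, at 66.4 ± 11.4 CPM in M, their means in M were at most 5.87 CPM. miR-2c-5p had 139 ± 8.61 CPM in G (SD, n = 3) and in S 1 read in each of 3 of the 5 libraries (123, 989.2 and 91.2 CPM in AgSal1 and S replicates 2 and 3), under the floor of 3 reads. The counts adjusted over the lists alone were the same, and as the study chose the lists on these libraries they are not independent evidence.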

As a control the analysis was also performed employing 8 male and 8 female miRNAs not found in saliva or salivary glands. In order to avoid common biases, such as the different average 3′UTR length of genes belonging to different functional categories^76^, the pathway enrichment analysis of predicted miRNA targets was restricted to those mRNAs targeted by at least two salivary miRNAs and by none of the control miRNAs. KEGG pathway enrichment analysis, performed using the WebGestalt tool^77^, yielded some moderately enriched (p-value < 0.05, FDR > 0.05) but potentially meaningful pathways as T cell receptor signalling (hsa04660), leukocyte transendothelial migration (hsa04670) or natural killer cell mediated cytotoxicity (hsa04650) (Fig. 6). Among the predicted targets were: MTOR (Mammalian target of rapamycin) and PIK3CD (Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta), which code for proteins playing central roles in important signalling cascades and regulating the function of diverse immune cells, including mast cells, neutrophils, T cells and B cells^78,79^; FCGR3B (Fc fragment of IgG receptor IIIb) that is expressed on neutrophils and whose product binds IgG and plays an active role in calcium mobilization and neutrophil degranulation^80^; PPP3R1 (Protein phosphatase 3 regulatory subunit B, alpha) also known as Calcineurin B that is involved in activation of transcription factors of the NFAT (Nuclear factor of activated T cells) family, which are key regulators of T-cell activation^81^; GRAP2 (GRB2-related adaptor protein 2), encoding a member of the Grb2 family of adaptor proteins implicated in the activation of lymphocyte-specific signalling pathways^82^; EZR (Ezrin), which encodes a protein linking plasma membrane to cytoskeleton and shown to play relevant roles in lymphocyte activation and migration^83^; FOSB that encodes a subunit of the transcription factor AP-1, which binds to promoters of early response and inflammatory genes. Overall, target prediction analysis suggest that the most abundant miRNAs in the saliva of *An. coluzzii* have the potential to target human genes involved in inflammatory and immune responses.

**Figure 6:**
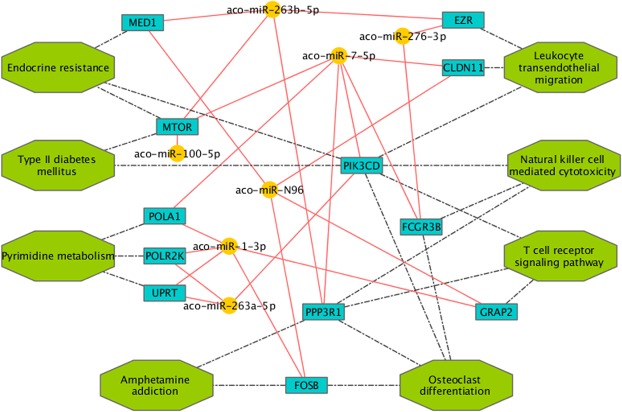
Target prediction analysis. Schematic representation of genes targeted by abundant miRNAs from *An. coluzzii* saliva and enriched categories. miRNAs are shown by yellow dots and targeted genes (blue boxes) indicated by solid red lines. Dotted lines connect genes to enriched KEGG pathways (green octagons).

### miRNAs from *Anopheles coluzzii* saliva mimic human miRNAs

We also wondered if miRNAs found in *An. coluzzii* saliva may mimic known human miRNAs. Searching miRBase it was found that 11 out of the 20 most abundant miRNAs from *An. coluzzii* saliva were identical or almost identical to human miRNAs (Table 3). 

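Of the 11 saliva miRNAs that the study found near to human ones, 3 were higher in S than in G (miR-7-5p, miR-1-3p and miR-184-3p), 4 were higher in G (miR-100-5p, miR-8-5p, miR-34-5p and miR-125-5p) and 4 did not pass (miR-8-3p, let-7-5p, miR-92a-3p and miR-10-5p). miR-8-3p had 25220 ± 26689 CPM in S (SD, n = 5) and 15935 ± 6648 in G (n = 3), and miR-10-5p 13978 ± 9329 and 9748 ± 1906, with 30267 in S replicate 3 alone. miR-34-5p had 16433 ± 5622 CPM in S and 40246 ± 11572 in G (log2 fold change -1.27, SE 0.50, adjusted p = 0.0469). Its adjusted p was 0.0666, 0.0812 and 0.0608 without S replicates 1, 2 and 3 and 0.193, 0.0593 and 0.179 without G replicates 1, 2 and 3. In G vs F 3 of the 11 were higher in G, 4 in F and 4 did not pass, in G vs M 2, 5 and 4, and in F vs M 1 was higher in F and 10 did not pass. With single libraries left out, the G vs F calls of miR-100-5p and miR-184-3p and the F vs M call of miR-92a-3p ended. In S vs G the call of miR-184-3p also ended without G replicate 1 or 3 (adjusted p = 0.0667 and 0.0921). That of miR-100-5p ended without G replicate 2 (0.119). The counts adjusted over the list alone were the same, and since the study picked the 11 from its 20 most abundant saliva miRNAs, they are not independent evidence of a direction.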

Interestingly, these human miRNAs have several targets among genes coding for chemokines, cytokines, chemokine receptors, mitogen-activated protein (MAP) kinases, transcription factors and other mediators crucially affecting inflammatory and immune responses by acting on the NF-kB pathway, Toll-like receptors (TLRs) signalling cascades and inflammasome activation (Supplementary Table S2). A few paradigmatic examples are shortly discussed below whereas a more extensive, though not exhaustive list, can be found in Supplementary Table S3. Hsa-miR-7-5p was shown to down-regulate the NF-kB pathway both directly, by targeting the NF-kB subunit RelA^84^, and indirectly, by acting on RNF183, an ubiquitin ligase promoting the degradation of the NF-kB inhibitor IkBα^85^. Hsa-miR-1-3p targets CCL2^86^, an inflammatory chemokine that is a powerful chemotactic factor involved in the recruitment of monocytes, memory T cells and natural killer (NK) cells to sites of inflammation produced either by tissue injury or infection^87^. Hsa-miR-184 downregulates NFAT1, a key transcription factor that controls the expression of a wide array of cytokines (IFNγ, GM-CSF, IL-3, IL-4, IL-2, TNFα) and plays a crucial role in the initiation of Th1 immune response^88^. Hsa-miR-92a-3p has, among other targets, also CCL8^89^, a chemokine displaying chemotactic activity for monocytes, lymphocytes, basophils and eosiniphils. Hsa-miR-200b-5p was shown to target MyD88 in macrophages, a key mediator of TLR signalling and NF-kB activation^90^. Finally, hsa-miR-125b-5p may act on two key transcription factors in B cell differentiation as the interferon regulatory factor 4 (IRF4) and PRDM1^91^. These observations reinforce the target prediction analysis reported above clearly pointing to the ability of abundant miRNAs from *An. coluzzii* saliva to target human inflammatory and immune responses.

**Table 3:** Human orthologues among the 20 most abundant saliva miRNAs.

*An. coluzzii* ID	nt	*H. sapiens* ID	seed	mm	alignment
aco-miR-276-3p	22	—	—	—	—
aco-miR-263a-5p	24	—	—	—	—
**aco-miR-7-5p**	23	**hsa-miR-7-5p**	**Y**	0	1-23/1-23
**aco-miR-1-3p**	22	**hsa-miR-1-3p**	**Y**	1	1–22/1–21
**aco-miR-100-5p**	22	**hsa-miR-100-5p**	**Y**	0	1–22/1–22
**aco-miR-184-3p**	21	**hsa-miR-184**	**Y**	0	1-21/1–21
aco-miR-N96	23	—	—	—	—
aco-miR-263b-5p	21	—	—	—	—
aco-miR-8-3p	23	hsa-miR-141-3p	Y/N	2	1–21/1–21
**aco-let-7-5p**	21	**hsa-let-7a-5p**	**Y**	1	1–21/1–21
aco-bantam-3p	22	—	—	—	—
**aco-miR-92a-3p**	22	**hsa-miR-92a-3p**	**Y**	1	1–22/1–22
**aco-miR-8-5p**	22	**hsa-miR-200b-5p**	**Y**	2	1–22/1–22
**aco-miR-34-5p**	20	**hsa-miR-34c-5p**	**Y**	2	2–20/2–20
aco-miR-N56	23	—	—	—	—
aco-miR-10-5p	21	hsa-miR-10a-5p	Y/N	0	1–21/2–22
aco-miR-14-3p	21	—	—	—	—
**aco-miR-125-5p**	22	**hsa-miR-125b-5p**	**Y**	0	1–22/1–22
aco-miR-306-5p	22	—	—	—	—
aco-chr2R_79712-3p	22	—	—	—	—

nt, miRNA length; seed, fully (Y) or partially (Y/N) conserved seed (nt 2–8); mm, number of mismatches in the aligned region; alignment, nucleotide position of aligned *An. coluzzii* to *H. sapiens* miRNAs. Human orthologues of *An. coluzzi* miRNAs with fully conserved seeds are in bold.

### Comparison of saliva miRNAs among different species

Saliva miRNA repertoires have been previously studied in a few BFAs, specifically the mosquitoes *Ae. aegypti* and *Ae. albopictus* and the tick *I. ricinus*^40,41^. When we compared the top 30 miRNAs from *An. coluzzii* saliva to the 30 most abundant miRNAs found in the saliva of *Ae. aegypti*, *Ae. albopictus* and *I. ricinus* we found that 17 were also present in the saliva of *Aedes* mosquitoes and 16 in *I. ricinus* saliva; more specifically, 15 miRNAs were common to the three mosquito species and 10 miRNAs to both mosquitoes and the hard tick (Table 4, Supplementary File S6). We also mined a collection of miRNA profiles from the saliva of 46 healthy human subjects^39^ to verify if the 11 miRNAs from *An. coluzzii* saliva mimicking human miRNAs (Table 3) were also present in human saliva. We found that only 3 miRNAs (hsa-miR-141-3p, hsa-let-7a-5p, hsa-miR-92a-3p) were among the top 50 miRNAs in human saliva, other 3 were completely absent (hsa-miR-1-3p, hsa-miR-184, hsa-miR-200b-5p) and the remaining were present at low abundance (rank 67 to 248; Supplementary File S6 and Table 4). Overall, these observations support the idea that the presence of miRNAs in *An. coluzzii* saliva, at least as far as the most abundant miRNAs are concerned, it is most likely not serendipitous and that they may play some functional role.

**Table 4:** Conservation of the top 30 miRNAs from *An. coluzzi* saliva.

*An. coluzzii ID*	*H. sapiens* ^a^	*Ae. aegypti* ^b^	*Ae. albopictus* ^b^	*I. ricinus* ^c^	*B. malayi* ^d^	*H. polygyrus* ^d^
aco-miR-276-3p		✔	✔	✔		
aco-miR-263a-5p		✔	✔	✔		✔
**aco-miR-7-5p**					✔	
**aco-miR-1-3p**					✔	✔
**aco-miR-100-5p**		✔	✔	✔	✔	✔
**aco-miR-184-3p**		✔	✔			
aco-miR-N96						
aco-miR-263b-5p						
**aco-miR-8-3p**	✔	✔	✔	✔		
**aco-let-7-5p**	✔	✔	✔	✔	✔	✔
aco-bantam-3p		✔	✔		✔	✔
**aco-miR-92a-3p**	✔			✔	✔	
**aco-miR-8-5p**		✔	✔	✔		
**aco-miR-34-5p**		✔	✔	✔	✔	
aco-miR-N56						
**aco-miR-10-5p**		✔	✔	✔		
aco-miR-14-3p		✔	✔			
**aco-miR-125-5p**		✔	✔	✔		✔
aco-miR-306-5p				✔		
aco-chr2R_79712-3p						
aco-miR-281-3p		✔	✔			
aco-miR-281-5p		✔	✔			
aco-miR-317-3p		✔	✔	✔		
**aco-miR-9a-5p**				✔	✔	✔
aco-chr3R_160384-3p				✔		
aco-miR-277-3p		✔	✔			
aco-miR-275-3p				✔		
aco-miR-989-3p		✔				
aco-miR-317-5p						
aco-chr2R_93879-5p			✔	✔	✔	
total	3	17	17	16	9	7
human	3	8	8	9	7	5

The presence among the top 50 in human saliva, the top 30 in the saliva of *Ae. aegypti*, *Ae. albopictus* and *I. ricinus* and the top 30 exosomal miRNAs from the parasitic nematodes *Brugia malayi* and *Heligmosomoides polygyrus* are reported. The total number of conserved miRNAs and the number of those homologous to human miRNAs are shown at the bottom. *An. coluzzi* miRNAs mimicking human miRNAs are in bold. Extended data are reported in Supplemental File S6. 1. Yeri A. *et al*. 2017 Sci Rep 7:44061; 2. Maharaj P.D. *et al*. 2015 PLoS Negl Trop Dis 9:e0003386; 3. Hackenberg M. *et al*.^40^ RNA 23(8):1259–1269; 4. Zamanian M. *et al*. 2015 PLoS Negl Trop Dis 9:e0004069; 5. Buck A.H. *et al*. 2014 Nat Commun 5:5488.

Interestingly, the parasitic nematodes *Brugia malayi* and *Heligmosomoides polygyrus* (which infect humans and mice, respectively) were shown to secrete exosomal vesicles enriched in miRNAs identical/homologous to host miRNAs with known immunomodulatory roles. These exosomes could be internalized by target cells *in vitro* and *H. polygyrus*-derived exosomes could suppress innate immunity *in vivo* when administered to mice^51,52^, suggesting they may play a role in host manipulation. Therefore, we also compared the 30 most abundant exosomal miRNAs from these nematodes to the top 30 from *An. coluzzi* saliva and found 9 and 7 miRNAs in common with *B. malayi* and *H. polygyrus*, respectively (Table 4, Supplementary File S6).

## Discussion

Transcriptomic, proteomic and genomic studies performed in the last decades shed light on the complexity and functions of salivary protein repertoires of hematophagous arthropods. Saliva of BFAs carries hundreds of proteins whose anti-haemostatic, anti-inflammatory and immunomodulatory activities have a highly adaptive value in hematophagy providing blood feeders with the ability to manipulate host responses at the feeding site^4,6,23^. However, despite the considerable progress, the understanding of the complex interactions taking place at the vector-host interface is still limited since we completely ignore the function of a rather large fraction of BFA salivary proteins and we just started getting deeper insights into the role of saliva in transmission of vector-borne pathogens^27,30,92–96^. Moreover, the finding of miRNAs in the saliva of *Aedes* mosquitoes^41^ and *Ixodes* ticks^40^ suggests that saliva of BFA may have a more complex composition than initially predicted.

To get insights into miRNA composition in the saliva of anopheline mosquitoes we performed a small RNA-Seq study on adult female salivary glands and saliva of the African malaria vector *An. coluzzii*. The number of reads mapping to mature miRNAs for the S sample was limited, most likely because of the difficulty of getting large amounts of saliva and to the paucity of small RNA content: indeed, comparable number of reads mapping to *Aedes albopictus* (12,075) and *Aedes aegypti* (298,283) miRNAs were obtained in the only study presently available on miRNAs from mosquito saliva^41^. While the most abundant miRNAs in the S sample were supported by a reliable number of counts, the least abundant had sometime less than 50 reads mapped (Supplementary File S2, worksheet aco_S_77). For this reason, to avoid introducing any bias, we used the S sample just to assemble a saliva catalogue of *An. coluzzii* miRNAs and restricted differential expression analysis to the G, F and M samples. Overall, evidence for the expression of 214 mature miRNAs was obtained, with 36 being putative novel miRNAs of *An. coluzzii* and *An. gambiae*. Almost all of these 36 novel miRNAs appeared conserved among members of the *An. gambiae* species complex, with a few also present in other anopheline and culicine mosquitoes and occasionally in other blood feeders. Using PCR amplification we provided evidence of expression for a subset of these *bona fide* novel miRNAs and found very good correlation between RNAseq and real time PCR data (Supplementary Fig. S4). These observations suggest that most of these miRNAs are real and mainly expressed at low levels in members of the *An. gambiae* species complex.

Differential expression analysis identified 38 miRNAs enriched in female salivary glands as compared to adult females: these may regulate endogenous genes involved in salivary gland physiology and/or blood feeding. Ten of these G-enriched miRNAs were also abundant in saliva (among the top 30) and, therefore, are likely to be injected into the vertebrate skin during blood feeding with the potential to target host genes at the biting site. In addition, 68 miRNAs appeared sex-biased, with 50 enriched in females and 18 in males, and they are expected to be implicated in sexual dimorphism. 

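The gland miRNAs that were among the 30 highest of saliva were miR-100-5p, miR-125-5p, miR-263a-5p, miR-281-5p, miR-2945-3p, miR-317-3p, miR-8-5p, aco-miR-N56 and aco-miR-N96, 9 of the 35 miRNAs called higher in G than in F. All but miR-100-5p were also called higher in G than in M. In saliva miR-8-5p had 19003 ± 9817 CPM, miR-125-5p 9915 ± 5384, miR-281-5p 7118 ± 5067, miR-317-3p 6667 ± 2997 and miR-2945-3p 4341 ± 2515 (SD, n = 5). Of the 35, 20 were detected in S. Among the 30 highest miRNAs of saliva 9 others were called higher in F than in G, miR-277-3p among them (4311 ± 2553 CPM in S, 1824 ± 434 in G and 13260 ± 3455 in F).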

A list of miRNAs differentially abundant in the samples analysed in this study is provided in Supplementary Table S4 and may represent a useful starting point for further investigations.

One of the main goals of our experimental design was to enquire whether salivary glands and saliva from *Anopheles* mosquitoes have an identical or somewhat different miRNA composition. Indeed, an enrichment for selected miRNAs in saliva, as compared to salivary glands, has been previously reported in the hard tick *Ixodes ricinus*^40^; however, it was unknown if this was the case also for mosquitoes since the *Aedes* study of Maharaj and collaborators (2015) was focused on the effect of chikungunya virus infection and did not include a parallel analysis of salivary glands. The *An. coluzzii* saliva miRNA catalogue comprised 77 mature miRNAs, a number which is comparable to what previously found in *Ae. albopictus* (67 miRNAs) and *Ae. aegypti* (103 miRNAs)^41^. 

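The 30 miRNAs with the highest mean in saliva held 90.8 to 95.6% of the summed CPM of a saliva library, and the 20 highest 85.7 to 92.5%. miR-92a-3p, at 0 CPM in both pilot libraries, was the 1 of the 30 without a value above 0 in all 5. At the end of the list chr2R_93879-5p had 3098 ± 1913 CPM (SD, n = 5) from 52 reads by the counts of the study, at 5 reads or more in each library, and miR-317-5p, next above it, had 3345 ± 4706 CPM from 140 reads with 1 in its lowest library.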

Although, as mentioned above, the least represented miRNAs had small number of counts, the 30 most abundant (top 30) were found in all five S replicates (29 cases out of 30) and appeared well supported by number of reads (range 52–4291) and CPM (range 3097–161,759) (Supplementary File S2). Moreover, since the five S replicates were processed in two batches and exhibited an overall lower correlation (see heatmap, Supplementary Fig. 1), we also compared the lists of the top 30 miRNAs from the two saliva sets and found a 77% overlap. 

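The pilot and the second experiment shared 23 of their 30 highest saliva miRNAs (76.7%), and between 21 and 24 with single saliva libraries left out. Some miRNAs differed widely in level. The second experiment had miR-281-3p at 10860 CPM against 1661 in the pilot, miR-275-3p at 5503 against 1219 and miR-375-3p at 3562 against 61.5 (means of 3 and 2 libraries). In the pilot bantam-3p stood at 33265 CPM against 12911, miR-8-3p at 48821 against 9486 and bantam-5p at 2171 against 395. With 2 libraries against 3, a two-sided exact permutation test with the smaller tail doubled cannot go under p = 0.2, and these differences were not tested.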

When the relative abundance of the top 30 miRNAs in salivary glands and saliva of *An. coluzzii* was compared, we found groups of miRNAs overrepresented (FC > 4) in S or in G and others roughly equally distributed (Fig. 5), which indicated that specific miRNAs may be preferentially directed toward the secretory pathway or retained in salivary glands. It should be pointed out that asymmetric distribution of miRNAs between source cells and their exosomes has been previously reported and that multiple mechanisms appear to underlie their sorting into exosomes^43^, including recognition of exomotifs by RNA Binding Proteins^97^ or non-templated nucleotide addition (NTA) at the 3′-end of the miRNAs^98^. More specifically, 3′-end uridylated miRNA isoforms appeared overrepresented in exosomes and 3′-end adenylated in their mother cells^98^. We could not find evidence of enrichment of previously described exomotifs^97^ in *An. coluzzii* miRNAs abundant in saliva. However, when we determined the fraction of U and A non-templated addition to the 3′-end of miRNAs from saliva and non-saliva samples, a higher proportion of uridylation in saliva miRNAs was found (Supplementary Fig. S6). A similar situation was reported for saliva miRNAs from the tick *I. ricinus* and interpreted as an indirect evidence of exosomal origin of saliva miRNAs^40^, which may be the case for anopheline mosquitoes as well.

Comparing the top 30 saliva miRNAs from *An. coluzzii*, *Ae. aegypti*, *Ae. albopictus* and *I. ricinus*, it was found that 15 miRNAs were evolutionary conserved between *Anopheles* and *Aedes* mosquitoes and 10 miRNAs were common to both mosquitoes and the hard tick (Table 4, Supplementary File S6). Moreover, since 11 *An. coluzzii* saliva miRNAs were essentially identical to human endogenous miRNAs, we also wondered if they were abundant in human saliva. However, when a relatively large collection of human saliva miRNA profiles^39^ was searched, only 3 of these miRNAs were included among the top 50 miRNAs in human saliva (Supplementary File S6, Table 4). Furthermore, the 30 most abundant saliva miRNAs from *An. coluzzii* were also compared to exosomal miRNAs from the parasitic nematodes *B. malayi* and *H. polygyrus*. These miRNAs, many of which mimic host miRNAs, were previously suggested to play roles in manipulation of host innate immunity^51,52^. Interestingly, *An. coluzzi* saliva shared 9 miRNAs with *B. malayi* and 7 miRNAs with *H. polygyrus* (Table 4, Supplementary File S6).

The asymmetric distribution and the conservation of sets of miRNAs in the saliva of blood feeding arthropods (and parasitic nematodes) suggest a possible functional role for saliva miRNAs and, obviously, this leads to the question of potential host targets. Setting strict criteria to minimize false positives, and selecting only targets predicted by multiple tools, we could identify some potentially meaningful candidate target genes involved in human immune and inflammatory responses (Fig. 6). Moreover, the presence of human homologues among the most abundant miRNAs in *An. coluzzi* saliva came as an unexpected help for target analysis. Indeed, a quite large body of literature reporting experimentally validated human miRNA targets is available, and these 11 human miRNAs were found to target several genes and pathway involved in human inflammatory and immune responses (Supplementary Tables S2–S3). We believe that these observations point to the fascinating hypothesis that miRNAs in mosquito saliva, perhaps enclosed within exosomes, may target vertebrate host cells involved in immune and inflammatory responses.

The question whether miRNAs from body fluids play biological functions is still debated^44,45^; it has been calculated that miRNAs expressed below ~100 copies per cell have little regulatory capacity^99^ and that the concentration of extracellular miRNAs may be too low to exert *in vivo* effect^100^. However, there are several indications that exosomal miRNAs can be transferred *in vitro* to recipient cells where they can affect gene expression^44,101^ and the majority of miRNAs from human saliva was shown to be concentrated in exosomes^102^. Moreover, circulating exosomal miRNAs from adipose tissue have been recently shown to regulate gene expression in the liver^46^, reinvigorating the hypothesis of an *in vivo* functional role of exosomal miRNAs. According to this scenario, BFAs may manipulate host responses not only using salivary proteins but also taking advantage of salivary miRNAs. Haemostatic, inflammatory and immune responses of vertebrates are known to be both complex and redundant, and, to efficiently deal with their hosts, BFAs evolved a cocktail of salivary proteins of similar redundancy and complexity^4,23^. However, while salivary proteins may evoke in vertebrate hosts inactivating antibody responses that may affect blood feeding efficiency, miRNAs are not immunogenic and, therefore, would provide hematophagous arthropods with a precious additional tool. The evolutionary advantage of such a combined strategy seems obvious for ticks, which can stay attached to their hosts for days, or for parasitic nematodes, that establish long-term interaction with the host. On the contrary, the benefit does not appear equally evident for blood feeders as mosquitoes or sand flies that take their blood meals in a timescale of minutes, not compatible with the time of action of miRNAs. Nevertheless, even if not providing an immediate reward to the individual, the modulation of the host antibody response to salivary proteins (which could be achieved for example by targeting antigen presenting cells) may represent a longer-term evolutionary advantage for the species. Providing further evidence that miRNAs from saliva of BFAs play a physiological role in host manipulation (and perhaps in pathogen transmission) will require further experimentation that may be challenging considering the intricacy of the vector-host-pathogen relationships. Anyhow, we believe that our study contributes to a better understanding of function and complexity of blood feeding arthropod saliva and opens perspectives for novel investigations.

## Methods

### Mosquito rearing and sample collection

*An. coluzzii* mosquitoes (Xag, 2 R+, 2 L+, 3 R+, 3 L+; colony originally collected in Cameroon), formerly known as *An. gambiae* M molecular form^103^, were reared under standard insectary conditions (28 ± 1 °C, 60–70% humidity, 14:10 hours light:dark photoperiod). Adults 2–6 days post-emergence (dpe) were used for all the experiments reported here. Salivary glands were dissected in Phosphate Buffered Saline (PBS), collected in RNAlater (Sigma-Aldrich, R0901), kept overnight at 4 °C and then stored at −20 °C until needed. Adult males and females were immersed in RNAlater and stored as above. Saliva was collected from adult females as previously described^104,105^ with some modifications. Briefly, mosquitoes were deprived of wings and legs, immobilized on double-stick tape on a microscope slide, and their proboscis was inserted into a 10 µl pipet tip filled with 2–3 µl of RNAlater/PBS (50% v/v). Pilocarpine (1% w/v in PBS) was applied to the thorax and mosquitoes were left salivating for 10–15 minutes; afterwards the RNAlater/PBS solution containing saliva was ejected into eppendorf tubes containing 30 µl of RNAlater. Saliva samples (batches of saliva from 20 to 70 mosquitoes) were stored at −20 °C until used for RNA extraction. All samples were collected in low-binding tubes (Sigma-Aldrich, Z666505).

### RNA extraction, library preparation and RNA-sequencing

In a pilot experiment, performed on duplicates, small RNA was extracted from saliva collected from 97 and 98 mosquitoes, respectively, using the miRNeasy Serum/Plasma kit (QIAGEN). In a second experiment 80 salivary glands, 5 adult females, 5 adult males and saliva collected from 126–128 mosquitoes (all in triplicates) were used for small RNA extraction according to the miRNeasy Micro kit (salivary glands, adult males and females) and the miRNeasy Serum/Plasma kit (saliva) protocols (QIAGEN). miRNA validation was performed using as template the small RNA fraction (<200 nt) extracted from adult *An. coluzzii* females using the miRNeasy Micro kit. Concentration and purity of small RNA were evaluated determining the absorbance at 260 and 280 nanometers by a BioTek SynergyHT (Take3 Module). RNA quality control and libraries preparation were performed by the EMBL Genomic Core Facility (EMBL, Heidelberg, DE). RNA quality and integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Small RNA libraries were prepared using the TruSeq Small RNA Sample preparation kit (Illumina). Fifty base pair, single end sequencing was performed on an Illumina HiSeq2000 platform. An Illumina MiSeq platform (read length 75, single end sequencing) was used for the pilot saliva duplicated samples.

### Reads Mapping

Raw reads were first quality control checked by FastQC^106^ and then trimmed using cutadapt 1.9.1^107^ to remove 3′ adapters and discard reads shorter than 14 nucleotides. Processed reads from each sample were mapped to the *An. gambiae* AgamP4 genome assembly (version v2.00, downloaded from VectorBase^108,109^) using Bowtie^110^ (-n 0 -l 18 -e 80). Indeed, although the *An. coluzzii* genome has been sequenced (Mali-NIH strain, AcolM1 assembly), the reference *An. gambiae* PEST genome was preferred for several reasons. First, *An. gambiae* and *An. coluzzii* only recently have been classified as different species^103^, being formerly considered as incipient species and known as *An. gambiae* S and M molecular forms, respectively. Second, genome assemblies and annotations are very different for quality and accuracy: AcolM1 consists of 10,521 scaffolds with an N50 of 4,437 Kb, whereas AgamP4 includes 8 scaffolds with an N50 of 49,364 Kb and with the assembly mapped to chromosomes^18^. Finally, the reference *An. gambiae* PEST genome is actually a chimera of S and M molecular forms^111^. Anyhow, we also attempted using AcolM1 but, as expected, the number of reads mapping to the genome was 10% to 26% lower (depending from the sample), which further supported our choice. Reads aligned to AgamP4 were then mapped (-n 0 -l 18 -e 80–norc) to a collection of *An. gambiae* rRNA sequences obtained from VectorBase by the BioMart tool. After subtraction of ribosomal RNAs the remaining reads were mapped (-n 0 -l 18 -a–best–strata -e 80–norc) to a list of miRNA precursors and other non coding RNAs from *An. gambiae* (including tRNAs, snoRNAs, snRNAs, 7SL, 7SK and RNase P) and finally to *An. gambiae* transcripts and repeats downloaded from VectorBase (-n 0 -l 18 -a–best–strata -e 80). The list of miRNA precursors included a total of 273 hairpins (Supplemental File 1): among these 175 were previously known *An. gambiae* hairpins (66 retrieved from miRBase release 21, 59 from^53^, 41 from^54^, 9 from^55^) and the remaining 98 were predicted (see below). The collection of mature miRNAs consisted of 438 miRNAs (5p + 3p, Supplemental File 2): 339 previously known *An. gambiae* miRNAs (131 from miRBase, 118 from^53^, 81 from^54^ and 9 found by^55^) and 99 additional predicted miRNAs (see below).

### Prediction of novel miRNAs by miRDeep* and MapMi

Reads from all samples which did not map to *An. gambiae* rRNAs or known small RNAs were combined and used to predict novel miRNAs by employing the miRDeep* software^69^. A cutoff score of 0 was used to select the most reliable novel miRNA predictions. We also used MapMi^70^ to map miRNAs from other species (arthropods, human and viruses retrieved from miRBase release 21) to the *An. gambiae* genome (threshold 25, max mature mismatch 3). This way we compiled a set of loci potentially orthologous to miRNAs validated in other species. miRNAs found by MapMi whose genomic coordinates overlapped those of known or miRDeep*-predicted miRNAs were identified through the BEDTools software^112^ and discarded. Secondary structure predictions and minimal free energy calculations were performed using RNAfold^113^.

### miRNA validation by real-time PCR amplification

Validation of a subset of the putative novel miRNAs identified in this study was performed by the Stem-loop Reverse-Transcription Polymerase Chain Reaction (slRT-PCR) technique^71^ using as template small RNA from adult *An. coluzzii* females. First-strand cDNA was generated in a 20 µL reaction volume from 1 µg of small RNA using the SuperScript II Reverse Transcriptase (Invitrogen) according to manufacturer’s instruction and specific stem-loop primers (0.1 µM). Nine miRNAs were selected for validation according to their CPM values and choosing three miRNAs for each of the tree following abundance categories: (i) high (CPM ≥ 100; aco-miR-N96, aco-miR-N56, aco-miR-N951; range 103–489), (ii) medium (20 ≤ CPM < 100; aco-miR-N966, aco-miR-N149, aco-miR-N629; range 23–73) and (iii) low (CPM < 20; aco-miR-N1044, aco-miR-N645, aco-miR-N135; range 7–17). Real time PCR amplifications were performed in a final volume of 20 µl including 2X PowerUP SYBR Green Master Mix (Applied Biosystem), specific forward and universal reverse primers (1 µM each) and 2 µl of the specific first strand cDNA reaction. Amplification was as follows: initial holding stage of 2 min at 50 °C and 2 min at 95 °C followed by 40 cycles (30 sec. 95 °C, 1 min 60 °C). Melting curves were obtained for each miRNA to verify for the absence of unspecific amplification products with detection steps every 0.3 °C. All RT-qPCR reactions were performed in biological and technical triplicates. A list including the specific stem-loop and reverse primers, as well as the universal primers is provided in Supplementary Table S5.

### Conservation of novel miRNAs

Putative orthologues of novel miRNAs were searched using the BLAST tool at the VectorBase web site^109^. The genomes of several anopheline, a few culicine mosquitoes (*Aedes aegypti*, *Aedes albopictus* and *Culex quinquefasciatus*), the sand flies *Phlebotomus papatasi* and *Lutzomyia longipalpis*, the tsetse fly *Glossina morsitans*, the stable fly *Stomoxys calcitrans*, the bugs *Rhodnius prolixus* and *Cimex lectularius*, the human body louse *Pediculus humanus*, the tick *Ixodes scapularis* and of the non blood feeding Diptera *Drosophila melanogaster* and *Musca domestica* were searched. A miRNA was considered as putatively conserved in a given species if the BLASTn search yielded (i) ≥70% identity over ≥70% of the length of miRNA precursors and/or (ii) ≥90% identity over the entire length and fully conserved seed sequence for mature miRNAs.

### Quantification and differential expression of miRNAs

Read counts for each *An. gambiae* small RNA were computed from SAM files using a Python custom script. Reads with multiple highest score mappings were discarded. Expression values were calculated as count per millions (CPM) and used for sample clustering. Reads mapping to precursor miRNAs were assigned to mature miRNAs based on their mapping position; an overhang of maximum 3 nucleotides for each side of the mature form was tolerated. Differential expression analysis of mature miRNAs with 1 CPM in at least three samples was performed using glmFIT and glmLRT functions provided by the edgeR software package^114,115^. Fold change (FC) and false discovery rates (FDR) were calculated to provide statistical validation (Supplementary File S4).

### 3′-end non-templated U and A addition

To identify reads representing 3′-end non-templated additions of uridine and adenine residues, miRNAs we first searched for tags carrying at least one substitution following the 18 nt long seed region. Thereafter, for reads presenting these mismatches, the subsequence beginning at the first substitution site was evaluated for the presence of only Ts or As.

### Target analysis

Host genes putatively targeted by *An. gambiae* miRNAs were searched using the miRNAconsTarget program from sRNAtoolbox^116^, which employs the prediction software TargetSpy, miRanda and PITA^117–119^. The 8 most abundant miRNAs found in *An. coluzzii* saliva (aco-miR-276-3p, aco-miR-263a-5p, aco-miR-7-5p, aco-miR-1-3p, aco-miR-100-5p, aco-miR-184-3p, aco-miR-N96, aco-miR-263b-5p) were used as query. Eight male (aco-chrX_329630-5p, aco-miR-2c-5p, aco-miR-10367-5p, aco-miR-219-5p, aco-miR-10375a-3p, aco-chr3L_119935-5p, aco-miR-10372a-5p, aco-miR-10370-3p) and 8 female (aco-miR-989-5p, aco-chr3R_150582-5p, aco-miR-10362-5p, aco-miR-N420, aco-chr3L_130625-5p, aco-miR-N148, aco-chr2L_42099-5p, aco-miR-10359-5p) miRNAs not found in saliva or salivary glands were used as a control set (Supplementary File S2). Only miRNA-mRNA interactions predicted by all three programs were taken into consideration. Prediction was done using 3′UTRs (>30 nt) of transcripts expressed in human skin^74,75^, which were downloaded from Ensembl^120^ using the BioMart tool^121^. The corresponding genes were provided as background for the KEGG pathway enrichment analysis that was performed using the WebGestalt tool^77^.

## Supplementary information

Supplementary Information

Supplementary file S1

Supplementary file S2

Supplementary file S3

Supplementary file S4

Supplementary file S5

Supplementary file S6

## Data Availability

Small RNA-Seq data have been submitted to the NCBI GEO repository with accession number GSE:120658 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE120658) and will be publicly released upon manuscript acceptance. Other data generated during this study have been included as Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

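Small RNAs of An. coluzzii were measured in 14 libraries: saliva (S, 5), salivary glands of females (G, 3), adult females (F, 3) and adult males (M, 3). Each library was a pool of mosquitoes aged 2 to 6 days: 97 to 98 mosquitoes for each pilot saliva library (AgSal1 and AgSal2, reads of 75 nt), 126 to 128 for each saliva library of the second experiment (S replicates 1 to 3), 80 glands for each G library and 5 adults for each F and M library (reads of 50 nt). A pool was taken as 1 sample. RNA was extracted with the miRNeasy Serum/Plasma kit from saliva and with the miRNeasy Micro kit from glands and adults. Per the methods, the authors checked the reads with FastQC, trimmed them with cutadapt 1.9.1, mapped them to AgamP4 with Bowtie, removed rRNA reads, mapped the rest to hairpins and other ncRNAs and discarded reads with several best mappings. The versions of Bowtie and of the tool that scaled the counts are not stated.

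The deposited table holds a signal of 214 mature miRNAs in each of the 14 libraries, headed cpm by the authors and given to 1 decimal. Its columns add up to between 585258 and 1483046, so the authors divided each library by a size other than its own sum. The values differed by at most 0.5 from the CPM of Supplementary File S2, which also lists the counts. By these counts, a library held 1001 to 12758 reads of the 214 miRNAs in S, 325798 to 468622 in G, 1610509 to 2138625 in F and 1880906 to 2509628 in M, and the value of 1 read and a floor of 3 reads were derived for each library. Whole reads could not be derived from the deposited values alone for every library, so the tests were run on log2 values and not with a count model.

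G, F and M were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(CPM + 1), with the 9 libraries in 1 fit and the filter that the study states, at least 1 CPM in at least 3 libraries, which kept all 214. A call needed an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 2. S and G were compared with limma on log2(CPM + 1000) in their 8 libraries, with calls at an adjusted p under 0.05. For this comparison, data simulated from the libraries without any change gave 16.9 calls on average (at most 29) under the filter of the study, which tests 150 miRNAs. With changes put in for part of the miRNAs, 22.2% of the unchanged ones were called. A minimum of 1000 CPM for the mean of the S and G means was therefore set, without looking at agreement with the study; it leaves 53 miRNAs and gave 0 calls without any change. With changes put in, 2.16% of unchanged miRNAs were called, and 20.8%, 75.0% and 94.1% of those changed by a fold of 2, 4 and 8. In the same test 0.653% of unchanged miRNAs were called for G vs F and 20.5%, 60.0% and 82.5% of the changed ones, and for F vs M 0.300%, 17.0%, 64.0% and 78.3%. Each figure comes from 20 runs. For S vs G the simulated spread was taken from log2(CPM + 1000), which compresses it for low miRNAs. It was also the same for S and G, although the saliva libraries spread more. The S vs G rates may therefore differ in the real data.

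The other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A miRNA counted as detected when its value was above 0 in at least 3 libraries in S or 2 in G, F and M and its mean was at least 3 CPM, as in the study. S/G ratios are ratios of mean CPM over the 39 miRNAs of the combined lists of the 30 highest means, with thresholds of 4 and 0.25. Differences between S and G of single miRNAs were also tested by exact permutation over the 56 splits of 8 libraries, two-sided with the smaller tail doubled. Pearson's r was taken on log2(CPM + 1). Ratios of the 3p to the 5p arm were tested with limma on log2((3p + 1) / (5p + 1)) for hairpins with both arms in the table, with calls as for G, F and M. Fisher's exact test compared called miRNAs with all others. Calls were counted over the 10 splits of 3 libraries against 3 and the 56 splits of 5 against 3, and saliva values of the 39 miRNAs were searched for outlying libraries with Dixon's ratio (critical value 0.71 for 5 libraries). Floors in reads describe counting error only.

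Tests, thresholds, alternatives and miRNA lists were fixed before the deposited values were analysed, with the exceptions given next. Chosen later were the minimum of 1000 CPM, the ratios of arms, the analysis with limma voom and the comparison of saliva with whole bodies. So were the tests of scaling of the saliva libraries, of the 2 saliva experiments, of whole female RNA, of miR-92a-3p, of sequence length, of scaling between F and M and of location on the X chromosome. The pseudocount of 1000 for S and G was set from the counts and CPM of Supplementary File S2, which holds nearly the same values as the deposited table. Lists taken from the study were chosen by it on these same libraries. The miRNAs named were, for each comparison, the 10 called ones with the largest fold change in each direction whose libraries did not overlap, every miRNA that the study names for it in its results, Tables 3 and 4 or Fig. 5, and the called members of the lists. The supplementary tables of the study had been read when this rule was written. A few others were named after their values had been seen: bantam-5p, aae-miR-71-3p, the near copies of the miR-2, miR-13 and miR-286 families, and hairpins with other arm ratios. The lists, from general knowledge of insect miRNAs, were the let-7 complex, muscle, nervous system and eye, sense organs, midgut, ovary and early embryo, the miR-2 family, the miR-9 family and its cluster, the miR-12 and miR-283 cluster, the miR-34, miR-277 and miR-317 cluster, epithelial and secretory, the miR-92 family and the Hox cluster. From the study came the human-like saliva miRNAs of Table 3, the 9 and 11 miRNAs of Fig. 5, the 9 predicted miRNAs tested by PCR, the male and female controls, the 36 predicted miRNAs, and the miRNAs numbered miR-10355 to miR-10380 and miR-12414 to miR-12419. Each list was also adjusted over its own members alone.

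The alternatives were other pseudocounts, no filter or a stricter one, scaling to equal sums or by median of ratios, fits of only the 2 groups compared, the replicate number as a covariate, each saliva experiment alone, shorter lists of high miRNAs, other detection thresholds and each library left out in turn. limma voom on the counts of Supplementary File S2 was added after the values had been seen. Near copies of a miRNA cannot be separated where reads map to both. Hairpin totals, other ncRNAs, read lengths, uridylation, target prediction and pathways, and PCR results are not in the table and were left out.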

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

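The tests of scaling of the saliva libraries, of a difference between the 2 saliva experiments, of RNA from the whole female body, of miR-92a-3p and of sequence length and scaling between F and M were chosen only after the results had been seen. The test of scaling planned before, division by the median ratio of the 39, was dropped, since that median was under 1 and the division could only raise the 9 ratios. miR-317-5p had 1 saliva library far from the others, S replicate 3 with 11578 CPM against 2968 in the next (gap over range 0.780), and without it the S/G ratio of 5.02 was 1.93. miR-10-5p also had S replicate 3 far above the others, with 30267 CPM against 12860 (gap over range 0.753), and without it the ratio of 1.43 was 1.02. Of 39 miRNAs searched for such libraries 2 were found, where chance gives about 1 in 20, or 1.95.

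The first pattern is the S/G ratio over 4 of 9 miRNAs. Saliva RNA was extracted with the miRNeasy Serum/Plasma kit and gland RNA with the miRNeasy Micro kit. The paper also takes the short reads of saliva as a sign of degradation. Kit and degradation go with the grouping into S and G, so they cannot be told apart from other causes for any of the 9. A difference between the pilot and the second experiment is argued against only weakly as the whole cause. In the second experiment alone 8 were over 4, but its 3 saliva libraries are among the 5 that picked the 9. In the pilot alone 5 were over 4, with ratios of 0 for miR-92a-3p, 0.96 for miR-317-5p, 1.23 for aco-miR-N96 and 3.82 for aco-miR-N56. Scaling of the saliva libraries is argued against for 7, which with equal library sums had ratios of at least 7.56 without any 1 library. The same setting moved miR-276-3p only from 4.00 to 3.83 and miR-317-5p from 5.02 to 4.29. These values speak little for scaling but lie too near 4 to decide. RNA of the whole female body mixed with gland RNA is argued against for 8: for miR-7-5p, aco-miR-N56, miR-263b-5p, aco-miR-N96 and miR-92a-3p, 3 of the 5 saliva libraries were at least 1.40 times the highest gland or female library at the lower counting bound of the reads, for miR-317-5p the 1 library that its ratio rests on was 8.72 times it, and miR-1-3p and miR-276-3p would need in 3 of 5 libraries at least 1.42 times the share of female RNA that miR-989-3p allows. For miR-989-3p it cannot be told apart from preferential release, which the paper proposes, since of 11 other miRNAs abundant in F and low in G only 1 had fewer saliva reads than its share would bring, with 2.39 to 11.1 reads expected; RNA of single other tissues was not tested for any of the 9. Few reads in the saliva libraries stay open: all 9 pooled-read ratios had a lower confidence bound over 1 (the lowest 3.81, for miR-276-3p), but the bound takes reads as independent molecules, covers counting error only and was computed for miRNAs picked for their ratio, and miR-317-5p, with a bound of 6.64, fell to a ratio of 1.93 without S replicate 3.

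The second pattern is miR-92a-3p, with 34746 CPM on average in the 3 saliva libraries of the second experiment and 0 in both pilot libraries. Counting error from few reads in the pilot is argued against, since the lowest value of the second experiment would give 39.8 reads in the 2 pilot libraries. A technical difference between the pilot and the second experiment and a difference between the mosquitoes used cannot be told apart. The experiments differ in read length (75 and 50 nt) and in mosquitoes per library as well as in the mosquitoes themselves. The two-sided exact permutation p, with the smaller tail doubled, was 0.2, the lowest that this form allows for 2 libraries against 3.

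The third pattern is the length of the miRNAs higher in F than in M. Of these 42, 15 (35.7%) have a sequence of at least 24 nt, against 15 of the other 172 (8.72%; two-sided Fisher's exact p = 4.46e-05), and the 15 had means of 3.03 to 300.1 CPM in F. Scaling of the libraries is argued against, since at least 41 of the 42 calls were kept under both other scalings. A candidate explanation is that other small RNAs of about this length, such as piRNAs of the ovaries, were counted as miRNAs. It predicts the excess of long sequences. Of the 42, 29 have no other arm in the table, against 51 of 172 (two-sided Fisher's exact p = 4.67e-06). This cannot decide the question, since 16 of the 42 are predicted miRNAs, for most of which the study lists a single arm. In addition, 32 of the 42 had a mean under 100 CPM in F, where a weaker arm easily falls under the threshold for inclusion. Long miRNAs that are higher in females remain open as the biological explanation, since the table holds no read lengths and miRNAs were counted as independent.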

How the results depend on the processing

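limma voom on the counts of Supplementary File S2, the minimum of 1000 CPM for S vs G and all tests of 3p to 5p ratios were chosen only after results (for the minimum, those on simulated data) had been seen. The count tests (edgeR and DESeq2) and a minimum of 2 reads, planned on whole reads recovered from the deposited values, were not run, because these could not be recovered; the counts of Supplementary File S2 were used for limma voom only. In S 1 read weighs up to 989.2 CPM and the floor of 3 reads up to 2968, so that a miRNA missing from S is not shown to be absent.

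With each library left out, calls ranged from 31 to 38 (G over F), 88 to 108 (F over G), 38 to 45 (G over M), 83 to 89 (M over G), 10 to 14 (M over F), 8 to 12 (S over G) and 14 to 19 (G over S), and under the other alternatives from 30 to 42, 69 to 111, 34 to 56, 65 to 92, 7 to 15, 7 to 14 and 15 to 53. Those higher in F than in M ranged from 19 to 46 with a library left out (25, 19 and 23 without F replicates 1, 2 and 3, with fewer libraries and 199 miRNAs tested) and from 18 to 47 otherwise. With a mean of at least 10, which leaves 150 to test, 69 were higher in F than in G, 18 in F than in M and 7 in M than in F. For S vs G, 53 were higher in G with no filter (214 tested) and 48 with the filter of the study (150 tested), which the minimum replaced, with 18 of the 20 in each. Different 3p to 5p ratios came to 10 (G vs M) and 2 (F vs M) with a mean of at least 10 in both arms, from 20 and 5, as fewer hairpins were tested, and to 13 to 24 for G vs M with a library left out (13 without M replicate 3). With the combined top 20 lists 7 ratios were under 0.25, a shorter list. With a value above 0 required in every library 45 miRNAs were detected in S and 45 in all 4 groups, and with a higher minimum of the mean 32 in 1 group only. On raw values r between replicates ran from 0.571 to 0.926 in S, 0.934 to 0.990 in G, 0.977 to 0.985 in F and 0.982 to 0.998 in M, and over miRNAs with a mean of at least 10 from 0.518 to 0.747 in S, with lowest values of 0.954 in G and 0.983 in F and a highest of 0.998 in M; the cause was not tested.

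With the replicate number as a replicate block, 35 and 107 were called for G vs F, 43 and 89 for G vs M, 41 and 12 for F vs M, and 14 and 18 for S vs G in the second experiment. The numbers gave no clear sign of pairing: a library correlated best with the one of its own number in 2 of 3 cases for G and F, 1 for F and M and 0 for G and M and for S and G. With 3 libraries in a group this cannot exclude pairing, and the paper does not state whether samples were paired. Of the named miRNAs none reversed. Calls were lost under a planned or added alternative by 12 of 110 (G vs F), 14 of 99 (G vs M), 10 of 48 (F vs M) and 10 of 30 (S vs G), and with a library left out by 11, 11, 12 and 10. Scaling to equal sums moved the median log2 fold change of all miRNAs from -1.05 to -1.16 for G vs F and from 0.04 to 0.27 for F vs M, and median of ratios moved it to -0.91 for G vs F. Higher in the first group were 24.6% of calls for G vs F (23.4 and 29.4% under these scalings), 32.3% for G vs M (34.6 and 33.8%), 76.4% for F vs M (82.4 and 74.5%) and 33.3% for S vs G (34.5% in both).

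For S vs G, 1 of 56 splits, the real one, had as many as 30 calls, and the highest other had 4. This argues against a random grouping but does not exclude it, since the 53 miRNAs tested were kept with the real grouping. S and G also differ in depth and in the extraction kit, so the splits cannot separate a biological difference from a technical one. For 3 libraries against 3 the 10 splits are too few for a share under 0.05: in each comparison 1 split, the real one, had as many calls, with 142, 130 and 55 calls and 25, 20 and 5 different 3p to 5p ratios for G vs F, G vs M and F vs M, and at most 0 in any other.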

Differences from the paper's values

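Of the settings named here, limma voom was chosen only after the values had been seen. Of 28 values that the paper states, none differed by more than 1.5 times and by more than the spread, and 16 were equal after rounding to whole numbers. The calls shared with Supplementary File S4, where the authors used a likelihood ratio test on counts, were 35 higher in G and 100 higher in F for G vs F, 40 and 79 for G vs M, and 42 and 12 for F vs M, none in the opposite direction. miR-317-5p, miR-283-3p and miR-10380-3p are higher in G than in F in the paper's list and were not called here. In the other direction, 7 miRNAs higher in F than in G and 9 higher in M than in G were called here only, among them miR-10355-3p and chr3L_130625-5p.

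The paper states statistical support for all miRNAs over-represented in saliva. Here 7 of the 9 had an adjusted p under 0.05 in limma. Among these 7, aco-miR-N96 lost its call in 11 of 19 other settings (adjusted p up to 0.716) and aco-miR-N56 in 2 (up to 0.0646). miR-92a-3p had 0.0902 and was called in 5 of 19 other settings: in the second experiment alone (0.00261), there with the replicate number as a covariate (4.27e-10), without AgSal1 (0.0389), without AgSal2 (0.0339) and by limma voom (0.0283), which was chosen after the values had been seen; over all settings its adjusted p ran from 4.27e-10 to 0.625. miR-317-5p had 0.265 and was called in 1 of 18, the second experiment with the replicate number as a covariate (0.0386), and its adjusted p ran from 0.0386 to 0.507. For the miRNAs over-represented in glands all 11 had an adjusted p under 0.05, though miR-12-5p (0.102) and miR-34-3p (0.145), each at 0 in 1 saliva library, did not with a pseudocount of 1.

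The paper describes the saliva libraries as a cluster apart from the other samples, from hairpins and other ncRNAs. On mature miRNAs alone they did not form a cluster of their own, with a mean r of 0.763 between saliva libraries and 0.792 between S and F. With 1001 to 12758 reads in a saliva library against at least 1610509 in F, counting error lowers r most between saliva libraries. This difference can therefore come from depth alone. The paper states that its male control miRNAs were not found in saliva or salivary glands. Of the 6 that are in the table, miR-2c-5p had 139 ± 8.61 CPM in G (SD, n = 3) and in S 1 read in each of 3 libraries (123, 989.2 and 91.2 CPM), under the floor of 3 reads, and the other 5 were not detected in S or G. The other 2 male controls, chrX_329630-5p and chr3L_119935-5p, are not in the table.

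Supplementary File S3 gives aco-miR-N149 in 7 libraries and aae-miR-2765 in 9, where the table has values above 0 in 5 and 10. In M miR-375-5p had a mean of 2.97 CPM, just under the threshold of 3, and 170 miRNAs were detected there against the paper's 171.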

Other observations

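The tests of 3p to 5p ratios were added after the data had been seen, the location on the X chromosome was tested only after the result had been seen, and the comparison of saliva with whole bodies was not planned. Some hairpins had other proportions of their 2 arms in the salivary glands than in the whole body, which the paper does not report. Of 67 hairpins with both arms in the table, 25 had another 3p to 5p ratio in G than in F, 20 in G than in M and 5 in F than in M (limma, adjusted p under 0.05 and a fold of over 2). The pseudocount sets part of these ratios: 4 of the 25 and 4 of the 20 had both arms under the floor of 3 reads in 1 of the groups. Among them miR-1000 and miR-219 had both arms listed at 0 in every G library. These counts leave out hairpins with 1 arm under the floor, where the pseudocount also weighs. In G vs F such calls include miR-285 (5p arm at 0 CPM in G), miR-92a (5p arm at 4.80) and miR-10365 (3p arm at 0.80). With a mean of at least 10 in both arms over G, F and M together, which miR-92a met, 20, 10 and 2 of 47 hairpins were called. For miR-8 the 5p arm led in G, with 82383 CPM against 15935 for the 3p arm, while in F the arms had 25732 and 28796, a log2 difference of the ratios of -2.67 (SE 0.44, adjusted p = 0.00178), and -2.36 against M (adjusted p = 0.00242). miR-281 had more of its 5p arm in G and more of its 3p arm in F (-1.21, SE 0.28, adjusted p = 0.00766). For miR-125 the 5p arm led in both G (40950 against 159 CPM) and F (7220 against 86.8). It led by more in G, with a log2 difference against F of -1.65 (SE 0.32, adjusted p = 0.00409). For miR-34 the 3p arm weighed more in G than in F (1.85, SE 0.33, adjusted p = 0.00235) and more in M than in F (-2.23, SE 0.33, adjusted p = 0.00388), so that the sexes differed in the arms of a hairpin whose 5p arm had 20345 CPM in F and 31193 in M.

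In the order of its miRNAs saliva was nearer to whole bodies than to the glands. Over the 77 miRNAs detected in S, Spearman's rho lay between 0.506 and 0.598 with the mean of G, 0.639 and 0.816 with that of F and 0.603 and 0.796 with that of M, and in 5 of 5 saliva libraries it was higher with F and with M than with G. Over all 214 miRNAs both were higher than with G in 4 of 5, AgSal1 being the exception (0.754 with G, 0.747 with F and 0.746 with M), and in AgSal2 and S replicate 3 rho was higher with M than with F. The differences were not tested.

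Of the 13 miRNAs higher in M than in F, 6 (46.2%) lie on the X chromosome, against 29 of the other 201 (14.4%; two-sided Fisher's exact p = 0.00916): miR-10379-3p, miR-10379-5p, miR-10368-3p, miR-10355-5p, miR-10372a-5p and miR-10370-3p. Of these, miR-10370-3p lost its call without F replicate 2 (adjusted p = 0.0808) or F replicate 3 (adjusted p = 0.0525). Male-biased expression of X-linked clusters may explain this. The 6 come from few places, since miR-10368 and both arms of miR-10379 start between 7416770 and 7417646 and the last 2 at 15152895 and 15180515, so that they are not independent.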
